# Global profiling reveals common and distinct N6-methyladenosine (m6A) regulation of innate immune responses during bacterial and viral infections

**DOI:** 10.1038/s41419-022-04681-4

**Published:** 2022-03-14

**Authors:** Jian Feng, Teng Zhang, Océane Sorel, Wen Meng, Xinquan Zhang, Zhao Lai, Weiming Yuan, Yidong Chen, Yufei Huang, Shou-Jiang Gao

**Keywords:** RNA modification, Bacterial infection, Viral infection, Infection

## Abstract

*N*^6^-methyladenosine (m^6^A) is a dynamic post-transcriptional RNA modification influencing all aspects of mRNA biology. While m^6^A modifications during numerous viral infections have been described, the role of m^6^A in innate immune response remains unclear. Here, we examined cellular m^6^A epitranscriptomes during infections of *Pseudomonas aeruginosa* and herpes simplex virus type 1 (HSV-1), and lipopolysaccharide (LPS) stimulation to identify m^6^A-regulated innate immune response genes. We showed that a significant portion of cellular genes including many innate immune response genes underwent m^6^A modifications in 5'UTR and 3'UTR. We identified common and distinct m^6^A-modified genes under different stimulating conditions. Significantly, the expression of a subset of innate immune response genes was positively correlated with m^6^A level. Importantly, we identified genes that had significant enrichments of m^6^A peaks during *P. aeruginosa* infection following knockdown of m^6^A “eraser” ALKBH5, confirming the regulation of these genes by m^6^A and ALKBH5. Among them, we confirmed the association of m^6^A modification with gene expression in immune response genes TNFAIP3, IFIT1, IFIT2 and IFIH1. Taken together, our results revealed the vital role of m^6^A in regulating innate immunity against bacterial and viral infections. These works also provided rich resources for the scientific community.

## Introduction

Innate immunity, the first line of defense against infection, relies on pattern recognition receptors (PRRs) to sense pathogens by recognizing pathogen-associated molecular patterns (PAMPs) [1, 2]. PRRs react with specific PAMPs to activate different signaling pathways, leading to distinct anti-pathogen responses [3] including interferon (IFN)-stimulated genes (ISGs) [4].

Discovered in 1970s [5], *N*^6^-methyladenosine (m^6^A) methylation is the most abundant internal modification occurring in RNAs of most eukaryotes [6]. Regulation by m^6^A is dynamic and reversible, which is executed by methyltransferases (“writers”) [7, 8], demethylases (“erasers”) including alkB homolog 5 (ALKBH5) and fat mass and obesity associated (FTO) [9, 10], m^6^A-binding proteins (“readers”) [11–13], and proteins that preferentially bind to mRNAs in the absence of m^6^A (“anti-readers”) [14, 15]. m^6^A modification on RNA not only participates in RNA metabolism but is also involved in diverse biological functions [9, 10]. Almost every aspect of RNA biology is affected by m^6^A modification, including structure, maturation, stability, splicing, export, translation and decay [16]. The advent of m^6^A sequencing (m^6^A-seq) has given rise to the field of epitranscriptomics [17].

The interaction between virus and host is regulated by m^6^A [18]. m^6^A modifications are present in genomes of RNA viruses and transcripts of DNA viruses, which regulate viral gene expression and replication [19–22]. Furthermore, m^6^A epitranscriptomes in host cells are altered upon viral infections resulting in either enhanced infection or host resistance [23].

m^6^A regulates innate immunity upon viral infection. During vesicular stomatitis virus infection, RNA helicase DDX46 recruits ALKBH5 to erase m^6^A from MAVS, TRAF3 and TRAF6 transcripts [24], increasing their nuclear retention and resulting in severe attenuation of antiviral type I IFN response [24]. During herpes simplex virus-1 (HSV-1) infection, hnRNPA2B1 blocks FTO access to cGAS, IFI16 and STING transcripts, thereby increasing methylation level and nuclear export, resulting in a stronger antiviral response [25]. Upon viral infection, host cells impair ALKBH5 enzymatic activity to increase m^6^A methylation on α-ketoglutarate dehydrogenase (OGDH) mRNA resulting in reduced mRNA stability, protein expression, and decreased production of metabolite itaconate required for viral replication [26]. Consequently, ALKBH5-deficient mice display an innate immunity-independent resistance to viral challenge [26].

In contrast to viral infection, there is few study on the role of m^6^A during bacterial infection. In this study, we systematically compared cellular m^6^A epitranscriptomes during bacterial and viral infections, and identified common and unique m^6^A-regulated innate immune response genes, providing further insights into the biological roles of m^6^A modifications.

## Results

### m^6^A epitranscriptome in bacterial infection

Macrophages are robust effector cells of innate immunity and have a central role in host defense against bacterial infection [27]. 

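RAW264.7 is a macrophage cell line from the mouse, and m6A-seq compares RNA bound by an antibody against m6A with the total RNA it was taken from. The time course held 8 cultures, 2 at each of 0, 2, 4 and 6 h after infection, and each culture gave an input library and an m6A-IP library (the eluate), 16 libraries in all. The paper gives the dose as 10000000 bacteria per mL on 400000 cells per mL, and the sample labels write the dose as 107. The paper names an antibody of Synaptic Systems, whereas the labels name Synaptic Systems in the protocol and Abcam in the sample description. The authors aligned the reads with Tophat2 and deposited the number of reads counted on each gene of the mouse, by gene symbol and without normalization, for 22609 genes per library. The counts are per gene and not per m6A peak, so the methylation of a gene was measured here as its eluate over its input. Inputs held 8456310 and 9681932 reads on genes at 0 h, 9347453 and 8330728 at 2 h, 8833402 and 9518062 at 4 h, and 7232185 and 8689798 at 6 h. Eluates held 12275751 and 16160525 reads on genes at 0 h, 13452512 and 17436361 at 2 h, 17314854 and 18088135 at 4 h, and 14868197 and 13723458 at 6 h. Expression was compared with 0 h on the inputs, and methylation as the change of the eluate over input ratio against the same ratio at 0 h, both with edgeR's quasi-likelihood test after TMM normalization and Benjamini-Hochberg adjustment. Genes with at least 10 counts in at least 2 libraries were tested (for methylation, in at least 2 inputs and at least 2 eluates), and an adjusted p under 0.05 was called. The biological coefficient of variation was 4.41% among the inputs and 16.1% among the eluates. In counts simulated with this spread, a log2 change of 1 was recovered in 92% of changed genes for expression and in 50% for methylation, and a log2 change of 2 in 99% and 93%.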

We infected mouse macrophage RAW264.7 cells with Gram-negative bacteria *P. aeruginosa* for 0, 2, 4 and 6 h. Cluster analysis of input and m^6^A-immunoprecipitation (m^6^A-IP) samples from two independent experiments showed grouping by time points, indicating experimental consistency (Supplementary Fig. 1). 

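The grouping was tested here on log2 CPM (prior count of 2) with Euclidean distances. Among the 8 inputs, each library's nearest neighbour was the other replicate of its time point (8 of 8), with distances of 26.1 to 33.1 within time points and 61.5 to 140 between them, over 11223 genes. The 8 eluates also paired by time point (8 of 8), at 37.6 to 53.9 within and 69.6 to 151 between time points. In an exact permutation test over all 105 pairings of the libraries (one-sided), the mean distance within time points had p = 0.00952 for the inputs and for the eluates, the smallest value that this test allows. The log2 ratio of eluate to input of the same 8 cultures did not group by time point, with replicate number not taken into account. The nearest neighbour was the replicate for 2 of 8 cultures, and distances were 39.9 to 55.8 within and up to 63.1 between time points. The exact permutation p was 0.467. Of the other settings, the 500 most variable genes moved this value most, to an exact permutation p of 0.0476. On the first axis of the multidimensional scaling, the ratios of infected cultures separated by replicate number. Replicate 1 lay at -12.0, -10.1 and -32.3 at 2, 4 and 6 h, and replicate 2 at 21.5, 24.4 and 12.3. A difference between replicates can hide grouping by time point in this permutation test, and grouping within replicates was not tested.

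**Figure D1:**
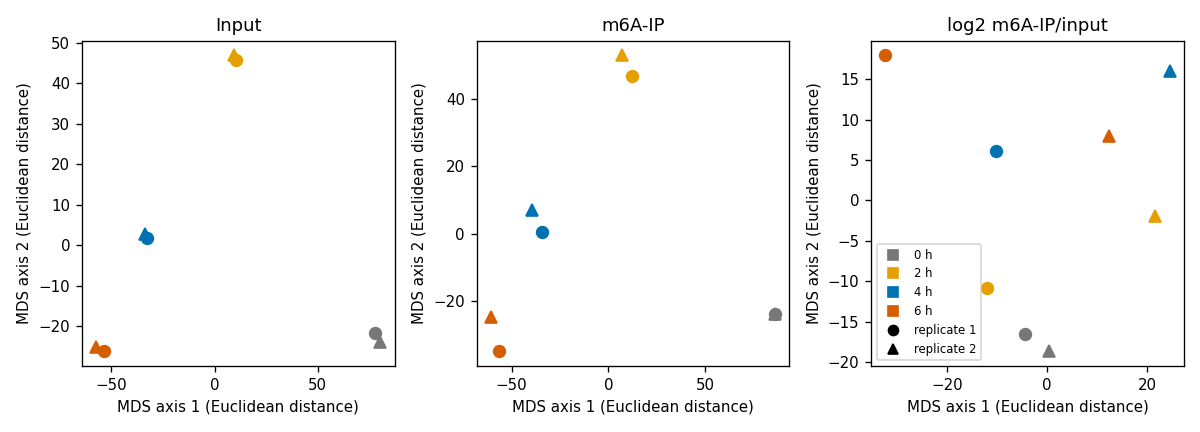
Multidimensional scaling of log2 CPM of the 8 inputs, the 8 eluates (m6A-IP) and their log2 ratios, with axes in units of Euclidean distance over all genes used. Colours are time points, circles are replicate 1 and triangles are replicate 2; both replicates of a time point lie side by side for the inputs and the eluates, and for the ratios at 0 h but not at 2, 4 or 6 h.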

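By edgeR with Benjamini-Hochberg adjustment, 3491 genes were upregulated and 3766 downregulated at 2 h, 4023 and 4043 at 4 h, and 4176 and 4148 at 6 h, of 11223 genes tested. The up share was 48.1%, 49.9% and 50.2%. Scaling by library size alone, without TMM, moved the median change of all genes by -0.25, -0.26 and -0.40 on the log2 scale and gave 2122 genes up and 5722 down at 2 h (27.1% up), 2704 and 5649 at 4 h (32.4%), and 2553 and 6333 at 6 h (28.7%). A log2 fold change of at least 1 as a further condition moved the counts most, to 924 genes up and 1097 down at 2 h. Among genes with a mean of at least 100 counts, the largest fitted rises at 2 h were in Ccl22, Cxcl10 and Csf3. Ccl22 had 0 counts in both 0 h inputs and 207 in the 2 h inputs together, at least 84.2-fold higher than a floor of 3 counts over the 0 h group. Its rank is not settled by this bound. Gbp3 went from 1 count at 0 h to 191 at 2 h and 431 at 4 h, ratios of 233 and 512 in CPM (exact 95% counting intervals 41.3 to 9252 and 91.3 to 20255). Cxcl10 rose by 8.38 on the log2 scale (standard error 0.18, adjusted p = 3.8e-21 by edgeR with Benjamini-Hochberg adjustment), between 7.42 and 10.78 with each culture left out in turn, and Csf3 by 7.96 (standard error 0.17, adjusted p = 2.8e-21 by the same test). The largest falls at 2 h were in Bmf (log2 fold change -4.07), Pwwp2b (-3.35) and Trib3 (-3.30). At 4 h, Ccl22 was at least 217.6-fold higher than the same floor, Mx2 rose by 9.10 and Csf3 by 8.69 on the log2 scale, and Abcd2 (-5.49), Fam13c (-4.89) and Ranbp3l (-4.52) fell most. At 6 h, Ccl22 was at least 179.7-fold higher, Csf3 rose by 10.76 on the log2 scale, and Gbp3 went from 1 count at 0 h to 799 counts over both inputs, a ratio of 1203 in CPM with an exact 95% counting interval of 215 to 47588. The largest fitted falls at 6 h were in St6gal1, with 674 counts at 0 h and 2 at 6 h (ratio 0.00447, exact 95% counting interval 0.000540 to 0.0162), Ranbp3l (-6.65) and Tns1 (-5.24).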

Analysis with ExomePeak [28] revealed >3000 upregulated or downregulated genes at any time points (Supplementary Fig. 2A). However, there were substantially fewer differential m^6^A methylated genes (DMs) with 524, 449 and 410 hypermethylated genes, and 1159, 1191 and 885 hypomethylated genes at 2, 4 and 6 h, respectively (Supplementary Fig. 2B), suggesting regulation of only some differentially expressed genes by m^6^A, and that there were about 2-fold more hypomethylated than hypermethylated genes.

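For methylation, edgeR with Benjamini-Hochberg adjustment called 2 hypermethylated genes at each of 2, 4 and 6 h and 0 hypomethylated genes at each, of 11036 genes tested. At an unadjusted p under 0.05, 339, 375 and 219 genes had a higher and 155, 145 and 244 a lower ratio. At each time point these are together fewer than the share of 0.05 of tested genes that passes by chance where no gene changes. The balance of directions below shows how it depends on the settings and is no evidence of a direction. Scaled by library size alone, 132, 87 and 141 were higher and 431, 555 and 397 lower, so the balance reversed at 2 and 4 h. It also reversed at 2 h with that time point fitted with 0 h alone (187 higher, 241 lower), at 4 h with DESeq2 (159 and 182) and at 6 h with enriched genes alone (147 and 67). Without 0 h replicate 2 the counts were 170, 186 and 132 higher and 57, 48 and 93 lower, and without 6 h replicate 1 they were 198 and 165 at 6 h, both reversed at 6 h. Without 2 h replicate 2, 159 were higher at 2 h. At 4 h, 191 were higher without 4 h replicate 2, and 226 lower without 4 h replicate 1. With the replicate number as a block, edgeR called 2, 2 and 5 hypermethylated and 0, 0 and 1 hypomethylated genes. At an unadjusted p under 0.05, 629, 737 and 422 were then higher and 300, 272 and 475 lower. DESeq2 called 3, 2 and 3 hypermethylated and 0, 0 and 4 hypomethylated genes. The genes called at 2 h were A630072M18Rik, with a log2 change of 1.67 in its eluate over input ratio (standard error 0.21, adjusted p = 0.0103), and Ifih1, with 1.22 (standard error 0.17, adjusted p = 0.0180, both by edgeR). At 4 and 6 h they were A630072M18Rik (log2 change 1.95 and 2.35) and Gm6548 (1.76 and 1.82), with adjusted p (Benjamini-Hochberg, edgeR) of 9.8e-04 and 2.6e-04 for A630072M18Rik and 8.1e-04 and 2.6e-04 for Gm6548. GENCODE vM21 lists A630072M18Rik as an antisense RNA and Gm6548 as a processed pseudogene. Leaving out a culture changed these calls but moved the estimates little. At 2 h, Ifih1 lost its call without any 1 culture of 0, 2 or 4 h, while its log2 change ranged from 1.18 to 1.26. The 4 h cultures are not compared in this contrast and enter it only through the shared fit. A630072M18Rik lost its call at 2 h without 0 h replicate 1 or either 2 h culture, with log2 changes of 1.51 to 1.86 over all cultures left out. At 4 h it lost its call without 0 h replicate 1 or 4 h replicate 2, with log2 changes of 1.80 to 2.14. Scaling by library size alone moved the median log2 change of all genes by -0.12, -0.16 and -0.07 and left 0 genes called at 2 h. With each culture as a block that pairs its input and eluate, A630072M18Rik was called at 2 h and Ifih1 was not. With 2 h fitted with 0 h alone, 0 genes were called. A Poisson likelihood ratio test, which allows no biological variation between replicates, moved the counts most and called 1706, 2140 and 1284 hypermethylated and 1166, 924 and 1289 hypomethylated genes. In simulated counts with 200 changed genes, this Poisson test made 3543 calls, of which 94.6% were false, and edgeR made 150 calls, of which 7 were false. The share of false calls depends on the number of changed genes set.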

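Upregulated at all 3 time points were 2537 genes, 48.0% of those upregulated at any, and downregulated at all 3 were 2392 genes, 43.2% of those downregulated at any (edgeR). By DESeq2 the counts were 2233 and 1742. With library size alone as the scaling, 1416 genes were up (40.5%) and 4268 down (56.7%) at all 3 time points, and with a log2 fold change of at least 1 as a further condition, 603 (30.5%) and 560 (21.7%). All 3 comparisons share the 0 h inputs, so chance error in these inputs can repeat at each time point. In 20 simulations in which no gene changed, at most 1 gene was called up at all 3 time points, with a median of 0.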

We identified 2271 (43.56%) and 1857 (36.21%) upregulated and downregulated genes at all time points, respectively, indicating consistency of most altered genes (Fig. 1A). However, only 101 (10.50%) and 228 (9.78%) genes were consistently hypermethylated and hypomethylated, respectively, at all the time points, indicating more dynamic m^6^A alterations during bacterial infection (Fig. 1B).

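Only A630072M18Rik, a gene listed as antisense RNA, was called hypermethylated at all 3 time points by edgeR with Benjamini-Hochberg adjustment, 33.3% of the 3 genes called at any. No gene (0) was called hypomethylated at all 3 by edgeR or by DESeq2, and per time point 155, 145 and 244 genes had an unadjusted p under 0.05 in that direction. Without 0 h replicate 1, 2 h replicate 1, 2 h replicate 2 or 4 h replicate 2, the count of genes hypermethylated at all 3 time points was 0, and without 0 h replicate 2 it was 3. The Poisson test called 582 genes hypermethylated at all 3 time points (19.1% of those at any) and 297 hypomethylated.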

**Fig. 1:**
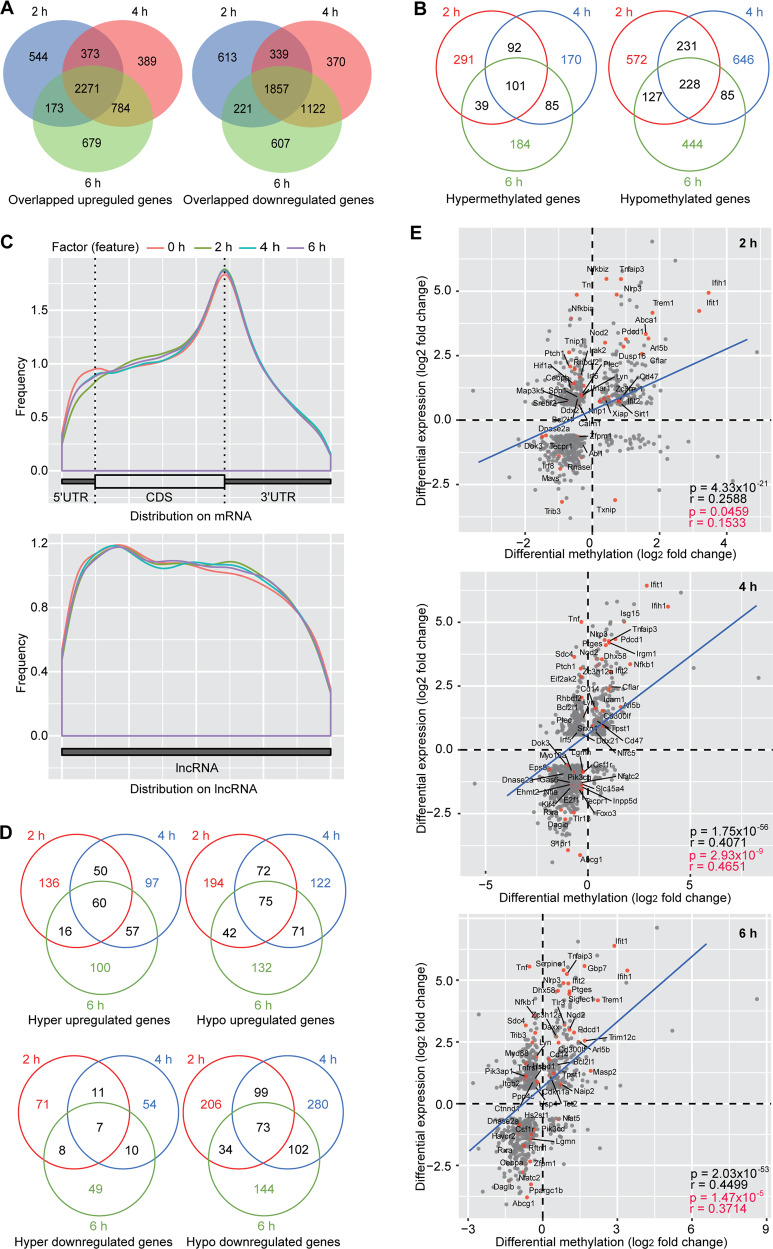
*P. aeruginosa* infection alters cellular transcriptome and m^6^A epitranscriptome. Overlapped differentially expressed (**A**) and methylated (**B**) genes following *P. aeruginosa* infection for 2, 4 and 6 h. **C** Overall m^6^A distribution on cellular mRNA and lncRNA at different time points following *P. aeruginosa* infection. **D** Overlapped differentially expressed genes with hypermethylation and hypomethylation following *P. aeruginosa* infection for 2, 4 and 6 h. **E** Correlation of mRNA expression level and m^6^A level for differentially expressed and methylated genes at 2, 4 and 6 h *P. aeruginosa* post-infection. The regression lines are marked in “blue”. Innate immune related genes are marked with “red dots”.

Analysis of m^6^A transcript distribution revealed more m^6^A losses at 5'UTR and more m^6^A gains at 3'UTR on mRNA following *P. aeruginosa* infection (Fig. 1C). There were also more m^6^A losses at 5' end and more m^6^A gains from the middle region to 3' end on lncRNA (Fig. 1C).

To identify m^6^A-regulated differentially expressed genes (DEs), we overlapped DEs with differentially methylated genes (DMs). There were 60 and 75 upregulated genes that were differentially hypermethylated and hypomethylated, respectively, and 7 and 73 downregulated genes that were differentially hypermethylated and hypomethylated, respectively, at all the time points (Fig. 1D). 

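Genes past the threshold of both edgeR tests numbered 2 at 2 h, both up and hypermethylated, and 1 at 4 h, up and hypermethylated. At 6 h, 1 gene was up and hypermethylated and 1 was down and hypermethylated. At all 3 time points together, each of the 4 combinations held 0 genes by edgeR and by DESeq2, with 339 higher and 155 lower ratios at an unadjusted p under 0.05 at 2 h alone. Leaving out 0 h replicate 2 gave 2 genes up and hypermethylated at all 3 time points. With the Poisson test in place of edgeR's for methylation, 245 genes were up and hypermethylated, 127 up and hypomethylated, 71 down and hypermethylated and 34 down and hypomethylated at all 3 time points. By this test, downregulated genes were hypermethylated in 487, 649 and 413 cases and hypomethylated in 301, 275 and 323 cases at 2, 4 and 6 h. Upregulated genes were hypermethylated in 741, 981 and 612 cases and hypomethylated in 486, 415 and 716 cases.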

Clearly, there were fewer hypermethylated downregulated genes than all other groups.

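The paper's pathway lists were not used here, and gene sets were tested with lists written by hand from general knowledge, of TLR4 cascade genes, cytokines and chemokines, interferon-stimulated genes and replication-dependent histones. In all, 4 sets were tested in 32 tests with limma's camera (preset correlation 0.01), on the edgeR counts with Benjamini-Hochberg adjustment over the 32. Cytokine and chemokine genes (34) had a median log2 fold change of 4.75 at 2 h (limma's camera adjusted p = 1.8e-50, Benjamini-Hochberg, 32 of 34 higher), 5.17 at 4 h and 5.81 at 6 h. With the 6 genes that had 0 counts in both 0 h inputs set to their lower bound, these medians were 4.39, 4.62 and 5.55. Interferon-stimulated genes (61) had a median of 0.26 at 2 h (limma's camera adjusted p = 2.0e-05, Benjamini-Hochberg, 37 higher), 3.63 at 4 h (59 higher) and 4.58 at 6 h (60 higher, median 4.54 with genes at their bound). Histone genes (54) had a median of -0.59 at 2 h, -0.95 at 4 h and -0.32 at 6 h, with limma's camera adjusted p (Benjamini-Hochberg) of 6.9e-05, 3.5e-06 and 0.0376 and 3, 3 and 12 genes higher. All of these calls held under fry. With an estimated correlation the interferon-stimulated genes at 2 h and the histones at 2, 4 and 6 h did not (adjusted p 0.115, and 0.115, 0.115 and 0.415, limma's camera with Benjamini-Hochberg). Upregulated and downregulated were 31 and 2 cytokine genes at 2 h, 31 and 1 at 4 h and 33 and 0 at 6 h (edgeR, Benjamini-Hochberg), with the same counts when adjusted over the list alone. Of the interferon-stimulated genes, 25 were up and 13 down at 2 h, 59 and 1 at 4 h, and 60 and 1 at 6 h, again with the same counts when adjusted over the list alone. Scaled by library size alone, 24 were up and 23 down at 2 h, with a median of 0.0118, so the excess of rises at 2 h depends on the scaling. Of the histone genes, 1 was up and 44 down at 2 h, 1 and 48 at 4 h and 9 and 33 at 6 h over all genes, against 45, 49 and 33 down when adjusted over the list alone. Scaled by library size alone, 0 were up at each time point and 51, 51 and 46 down, with medians of -0.83, -1.21 and -0.72. The 9 rises at 6 h therefore depend on the scaling.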

Gene Set Enrichment Analysis revealed that among DEs, numerous immune response pathways including Immune system and Cytokine signaling in the immune system were highly enriched, and that these pathways were upregulated following bacterial infection (Supplementary Fig. 3A and Supplementary Table 1). 

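The methylation of the same sets was tested on the change of the eluate over input ratio. Cytokine and chemokine genes had limma's camera adjusted p (Benjamini-Hochberg) of 0.228, 0.655 and 0.410 at 2, 4 and 6 h, with medians of 0.11, 0.03 and 0.07 on the log2 scale and a mean of -0.01 at 6 h. Interferon-stimulated genes had medians of 0.11 at 2 h (limma's camera adjusted p = 0.00817, Benjamini-Hochberg, 37 of 61 higher), 0.15 at 4 h (adjusted p = 0.00449, 39 higher) and 0.03 at 6 h (adjusted p = 0.0141, 33 higher). Histone genes had medians of -0.09 at 2 h (adjusted p = 0.0236, limma's camera, Benjamini-Hochberg), 0.12 at 4 h (adjusted p = 0.668) and -0.15 at 6 h (adjusted p = 0.00346). Scaling by library size alone turned the medians of the interferon-stimulated genes to -0.01, -0.01 and -0.03, those of the cytokine genes to -0.00, -0.12 and -0.00 and that of the histones at 4 h to -0.05. Under fry the interferon-stimulated genes held at 2 and 4 h but not at 6 h (adjusted p = 0.146, limma's fry, Benjamini-Hochberg), and the histones held at neither 2 h nor 6 h (0.570 and 0.326). With an estimated correlation none of these calls held, at adjusted p (limma's camera, Benjamini-Hochberg) of 0.115, 0.115 and 0.131 for the interferon-stimulated genes and 0.428 and 0.336 for the histones. By edgeR, 1 interferon-stimulated gene (Ifih1) was called at 2 h over all genes, and adjusted over the list alone 2 were called at 2 h (Ifih1 and Irf7), 5 at 4 h (Cmpk2, Gbp5, Ifih1, Ifit1 and Isg15) and 0 at 6 h. Cytokine and histone genes had 0 calls at each time point both over all genes and when adjusted over the list alone.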

Among DMs, these two pathways were also enriched besides several other immune response pathways (Supplementary Fig. 3B and Supplementary Table 2). Among DEs that were also DMs (DEDMs), several immune response pathways including numerous Toll-like receptor (TLR) pathways were enriched (Supplementary Fig. 3C and Supplementary Table 3). 

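The hand-written list of the TLR4 cascade had 72 genes tested. Their median log2 fold change in expression was 0.38 at 2 h (limma's camera adjusted p = 1.7e-14, Benjamini-Hochberg), 0.62 at 4 h (2.0e-10) and 0.69 at 6 h (7.5e-11), with 49, 51 and 54 genes higher, and these calls held under fry and with an estimated correlation. By edgeR 42 genes of the list were up and 16 down at 2 h, 44 and 16 at 4 h, and 50 and 15 at 6 h, and adjusted over the list alone the counts were 42 and 16, 44 and 16, and 51 and 16. Scaled by library size alone they were 36 and 24, 39 and 25, and 35 and 22, with medians of 0.13, 0.36 and 0.29. For methylation, the median log2 change of the list was 0.06 at 2 h (43 of 72 higher), 0.14 at 4 h (55 higher) and 0.05 at 6 h (39 higher), but -0.06, -0.02 and -0.02 when scaled by library size alone. The adjusted p of limma's camera (Benjamini-Hochberg) was 0.0236 at 2 h and at 4 h and 0.171 at 6 h, the first 2 held under fry, and neither held with an estimated correlation (0.0825 for both). No gene (0) of the list was called for methylation at 2, 4 or 6 h by edgeR, over all genes or adjusted over the list alone.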

Particularly, the major innate immune response TLR4 pathway in bacterial infection was enriched.

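Only 2, 1 and 2 genes were called by edgeR for both expression and methylation at 2, 4 and 6 h, too few for a correlation, so it was computed across all 11036 genes tested in both. These values are across genes, which are not independent replicates. Pearson's r between the log2 change in expression and the log2 change in the eluate over input ratio was -0.0983 at 2 h, -0.0483 at 4 h and -0.0660 at 6 h, and Spearman's rho was -0.0531, -0.0136 and -0.0551. Both changes use the same input libraries, so chance error in an input moves them in opposite directions. In 20 simulations with the observed changes in expression and no change in methylation, the median r was -0.0894 (range -0.154 to -0.0566) at 2 h, -0.0644 (-0.0953 to -0.0418) at 4 h and -0.0706 (-0.105 to -0.0269) at 6 h. With no low-count filter r moved most, to -0.412, -0.333 and -0.349, and the direction turned with a mean of at least 50 counts (0.0422, 0.0427 and 0.000322), although Spearman's rho was then -0.00712, 0.0200 and -0.0356. With expression taken from replicate 1 and methylation from replicate 2, which share no library, r was 0.00609, 0.0496 and 0.00144, and with the converse 0.0618, 0.0638 and 0.0453. Within replicate 1 r was -0.0774, -0.0683 and -0.0633, and within replicate 2 it was -0.0879, -0.0433 and -0.0840. Across the 2015, 2320 and 2064 genes called by edgeR for expression and by the Poisson test for methylation, r was -0.0621, -0.0312 and 0.00622 (Spearman's rho -0.0462, -0.0596 and -0.0712), with r above the highest of the 20 simulations for such genes (-0.106, -0.0736 and -0.0303).

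**Figure D2:**
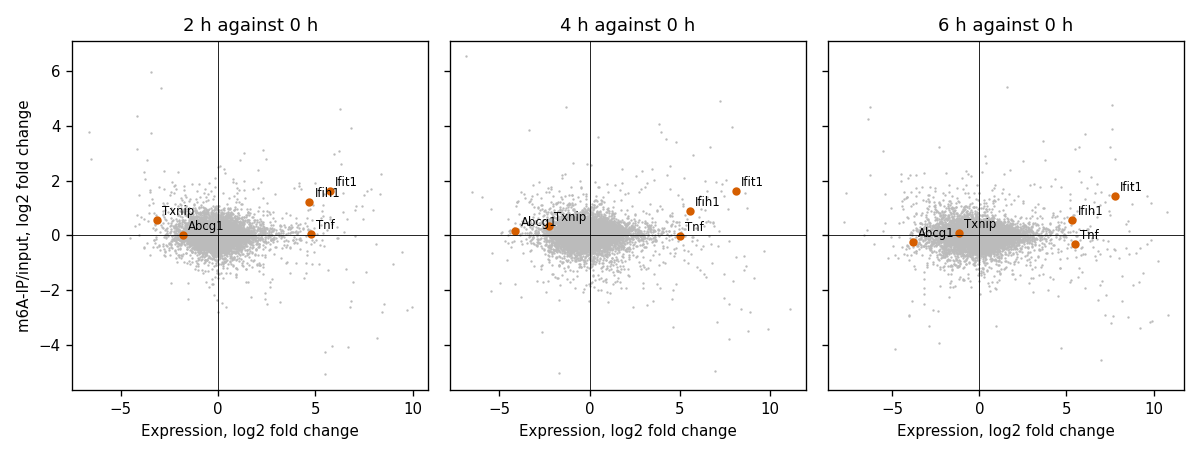
Change in expression (log2 fold change of the inputs, x axis) against change in methylation (log2 change of the m6A-IP over input ratio, y axis) at 2, 4 and 6 h against 0 h, one point per gene for the 11036 genes tested in both. Pearson's r is -0.0983, -0.0483 and -0.0660, and its sign turns to positive with a mean of at least 50 counts, where Spearman's rho stays negative at 2 and 6 h (-0.00712 and -0.0356).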

Examination of DEDMs revealed high degree of positive correlation at all time points between levels of DEs and levels of differential methylation (*r* = 0.2588, *p* = 4.33E−21 at 2 h; *r* = 0.4071, *p* = 1.75E−56 at 4 h; and *r* = 0.4499, *p* = 2.03E−53 at 6 h in Fig. 1E). This trend was also present for immune response genes (*r* = 0.1533, *p* = 0.0459 at 2 h; *r* = 0.4651, *p* = 2.93E−09 at 4 h; *r* = 0.3714, *p* = 1.47E−05 at 6 h in Fig. 1E). These results indicated that m^6^A might have a critical role in innate immune response to bacterial infection.

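For immune response genes, r was computed across the 165 genes of the TLR4, cytokine and interferon-stimulated lists tested in both, a set chosen after the data were seen. Across these genes, which are not independent replicates, r was 0.0590 at 2 h, 0.0586 at 4 h and 0.0154 at 6 h (rho 0.0311, 0.0360 and 0.0195), and the median r of the simulations without methylation change was 0.0118, 0.0273 and 0.00861. The replicates went in opposite directions: within replicate 1 r was 0.330, 0.276 and 0.215, and within replicate 2 it was -0.241, -0.175 and -0.200. Without 0 h replicate 1 r was -0.310, -0.256 and -0.276, and without 0 h replicate 2 it was 0.263, 0.221 and 0.180. With DESeq2 r was 0.156, 0.145 and 0.0894, and with a mean of at least 50 counts 0.105, 0.113 and 0.0645. It turned negative without 2 h replicate 2 at 2 h (-0.00326) and without 6 h replicate 2 (-0.0219) or with library size alone as the scaling (-0.0116) at 6 h.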

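Of the genes labelled in Fig. 1E, expression rose at all 3 time points in Tnf (log2 fold change 4.78, 4.98 and 5.50 at 2, 4 and 6 h), Nfkbia (3.93, 3.44 and 3.19), Isg15 (5.39, 6.47 and 6.92) and Trem1 (4.75, 2.97 and 4.62), and fell in Txnip (-3.14, -2.23 and -1.16) and Abcg1 (-1.78, -4.11 and -3.80). Trib3 fell at 2 h and rose at 6 h (2.49), with no call at 4 h (0.19, adjusted p = 0.0596 by edgeR with Benjamini-Hochberg adjustment). The log2 change of the eluate over input ratio was 1.11, 1.40 and 1.11 in Isg15 and 0.97, 0.90 and 0.91 in Trem1, against 0.04, -0.03 and -0.30 in Tnf and -0.29, -0.23 and -0.36 in Nfkbia. Without 0 h replicate 1 it was 0.59, 0.88 and 0.58 in Isg15 and 0.41, 0.33 and 0.34 in Trem1. Without 0 h replicate 2 it was 1.45, 1.74 and 1.45 in Isg15 and 2.37, 2.29 and 2.30 in Trem1. Trem1 had 5 and 27 counts in the 0 h eluates. The ratio change was 0.57, 0.33 and 0.10 in Txnip, 0.01, 0.16 and -0.24 in Abcg1 and -0.17, 0.05 and -0.15 in Trib3. Single cultures moved these values too. With each left out in turn, Nfkbia ranged from -0.46 to -0.11 at 2 h and from -0.41 to -0.05 at 4 h. Txnip ranged from 0.34 to 0.76 at 2 h. Tnf, Abcg1 and Trib3 changed sign at 2 and 4 h, with -0.09 to 0.04, -0.06 to 0.38 and -0.02 to 0.13 at 4 h. None of these 7 genes passed the threshold of the methylation test at any time point. From the differentially methylated genes, their immune pathways and the correlation of methylation with expression, the paper proposes that m6A has a role in the innate immune response to bacteria.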

### m^6^A epitranscriptome following LPS treatment

Since the TLR4 pathway is primarily activated by LPS in Gram-negative bacteria [29], we examined m^6^A epitranscriptome following treatment of RAW264.7 cells with LPS for 6 h, which induced maximal innate immune response.

We identified 5874 upregulated and 2446 downregulated genes (Supplementary Fig. 4), and 3157 hypermethylated and 3226 hypomethylated genes (Supplementary Fig. 4). Similar to bacterial infection, there were more m^6^A losses at 5'UTR and more m^6^A gains at 3'UTR on mRNA (Fig. 2A). There were also more m^6^A losses at 5' end and more m^6^A gains at 3' end on lncRNA (Fig. 2A). Among the upregulated genes, there were more hypermethylated than hypomethylated genes (628 vs 329). In contrast, among the downregulated genes, there were fewer hypermethylated than hypomethylated genes (1246 vs 1884) (Fig. 2B).

**Fig. 2:**
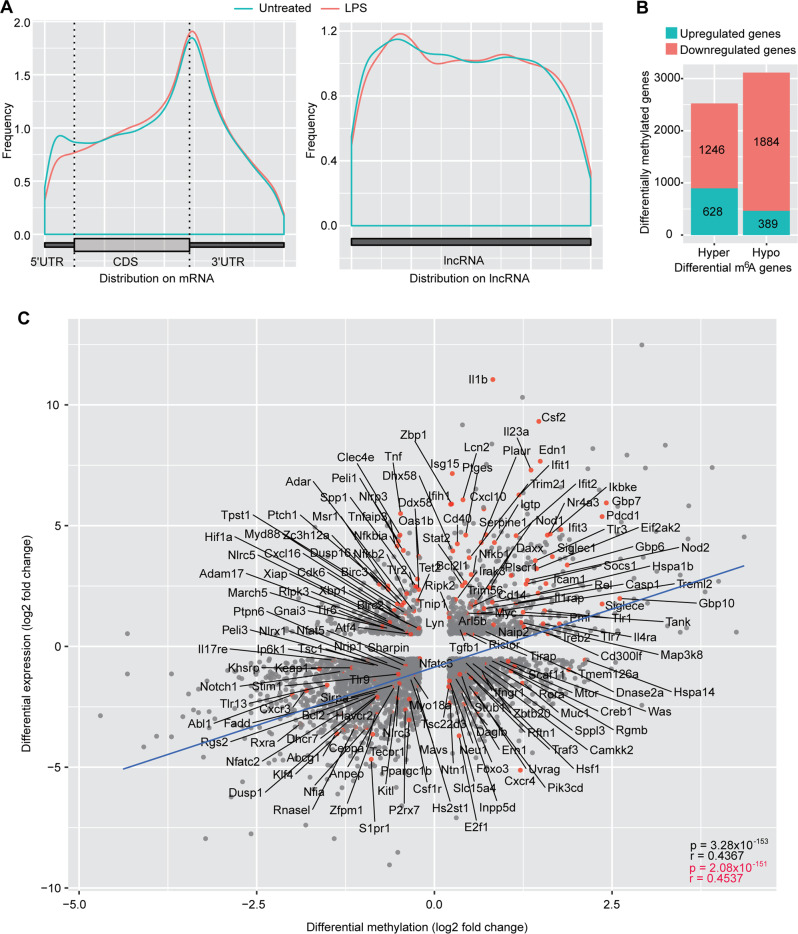
LPS treatment alters cellular transcriptome and m^6^A epitranscriptome. **A** Overall m^6^A distribution on cellular mRNA and lncRNA following LPS treatment for 6 h. **B** Number of differentially expressed genes with hypermethylation and hypomethylation following LPS treatment for 6 h. **C** Correlation of mRNA expression level and m^6^A level for differentially expressed and methylated genes following LPS treatment. The regression lines are marked in “blue”. Innate immune related genes are marked with “red dots”.

As expected, among DEs, numerous immune response pathways were enriched, and upregulated by LPS treatment (Supplementary Fig. 5A and Supplementary Table 4). Among DMs, numerous TLR4-related pathways were highly enriched (Supplementary Fig. 5B and Supplementary Table 5). Among DEDMs, TLR4-related pathways remained enriched (Supplementary Fig. 5C and Supplementary Table 6), suggesting they were regulated by m^6^A. We also observed correlation between levels of DEs and levels of differential methylation (*r* = 0.4367, *p* = 3.28E−153 in Fig. 2C), including immune response genes (*r* = 0.4537, *p* = 2.08E−151 in Fig. 2C).

### HSV-1 infection alters cellular m^6^A epitranscriptome

To identify cellular genes regulated by m^6^A during viral infection, we used a common human pathogen HSV-1 to infect the highly permissive HeLa cells at 5 multiplicities of infection (MOIs) for 5 and 8 h. Over 4000 DEs were identified at both time points (Supplementary Fig. 6A). However, there were fewer DMs with 1339 and 2367 hypermethylated genes, and 729 and 1412 hypomethylated genes at 5 and 8 h, respectively (Supplementary Fig. 6B), suggesting that the expression of close to 50% of genes were directly or indirectly regulated by m^6^A, and there were more hypomethylated than hypermethylated genes.

We identified 3640 (66.79%) upregulated and 3377 (58.14%) downregulated genes at both 5 and 8 h, respectively, indicating persistent alterations of a large portion of these genes (Fig. 3A). Unlike bacterial infection, as many as 512 (40.25%) and 845 (41.20%) genes were consistently hypermethylated and hypomethylated at 5 and 8 h, respectively, indicating most of the genes were persistently regulated by m^6^A (Fig. 3B). Unlike bacterial infection, we observed m^6^A gains at both 5'UTR and 3'UTR on mRNA (Fig. 3C). m^6^A gains were also observed at 5' end on lncRNA; however, there were more m^6^A losses at 3' end on lncRNA (Fig. 3C). Among the upregulated genes, there were more hypomethylated than hypermethylated genes (269 vs 87) (Fig. 3D). However, among the downregulated genes, there were similar hypomethylated as hypermethylated genes (83 *vs* 97) (Fig. 3D). Interestingly, we did not observe enrichment of any immune response pathways among DEs (Supplementary Fig. 7A and Supplementary Table 7), DMs (Supplementary Fig. 7B and Supplementary Table 8), or DEDMs (Supplementary Fig. 7C and Supplementary Table 9) albeit numerous immune response DEs and DMs were detected. Furthermore, we only observed a negative correlation between levels of DEs and levels of differential methylation at 8 h but not 5 h (*r* = −0.0686, *p* = 0.1087 at 5 h; *r* = −0.3085, *p* = 0.0036 at 8 h in Fig. 3E), including immune response genes (*r* = −0.0311, *p* = 0.1082 at 5 h; *r* = −0.0484, *p* = 0.0044 at 8 h in Fig. 3E). These results suggest regulation of innate immune response by m^6^A at a later time point. It is known that HSV-1 encodes numerous inhibitory proteins of innate immunity [30], which might affect m^6^A’s role during HSV-1 infection.

**Fig. 3:**
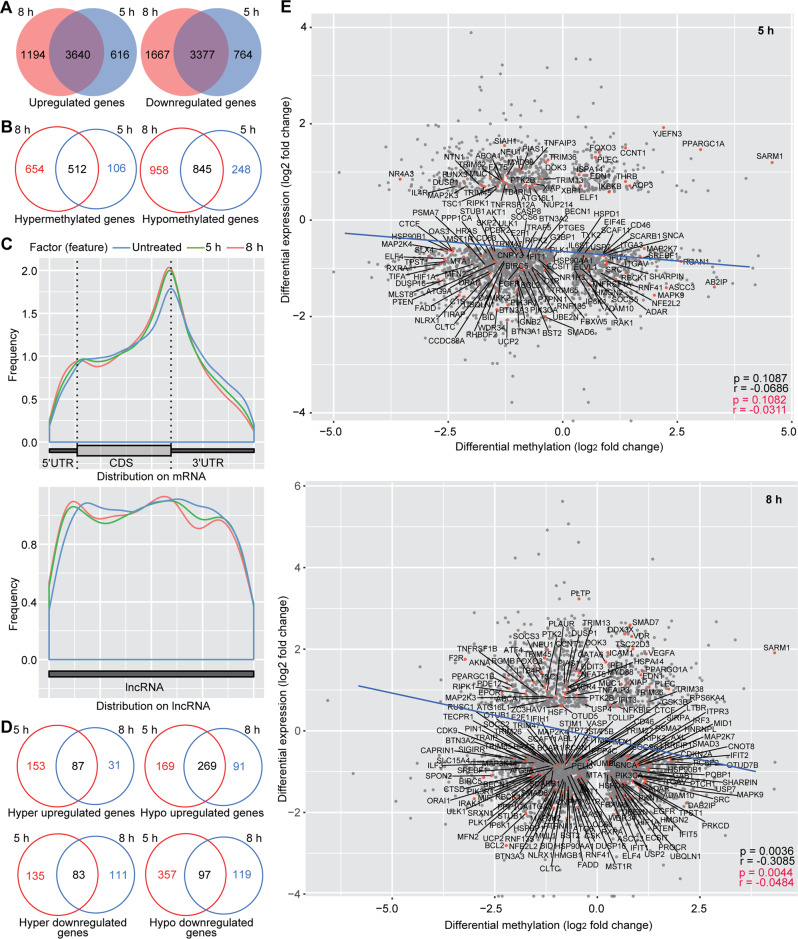
HSV-1 infection alters cellular transcriptome and m^6^A epitranscriptome. Overlapped differentially expressed (**A**) and methylated (**B**) genes following HSV-1 infection for 5 and 8 h. **C** Overall m^6^A distribution on cellular mRNA and lncRNA at different time points following HSV-1 infection. **D** Overlapped differentially expressed genes with hypermethylation and hypomethylation following HSV-1 infection for 5 and 8 h. **E** Correlation of mRNA expression level and m^6^A level for differentially expressed and methylated genes at 5 and 8 h HSV-1 post-infection. The regression lines are marked in “blue”. Innate immune related genes are marked with “red dots”.

### Common DEDMs during bacterial and viral infections

We further identified common genes regulated by m^6^A during bacterial and viral infections, and LPS treatment. As expected, there were clearly more common DEDMs between *P. aeruginosa* infection and LPS treatment than between *P. aeruginosa* and HSV-1 infections, or LPS treatment and HSV-1 infection (Fig. 4A, Supplementary Table 10). This could be due to the distinct responses to different stimulations. However, the use of different cells might also contribute to the variations. When considering DEDMs at any time points during bacterial and viral infections, and LPS treatment, we identified 65 common genes (Fig. 4A, Supplementary Table 10). However, we failed to find any enriched pathways for these genes, which could be due to the small gene number. When we analyzed overlapped DEDMs between two conditions including bacterial and HSV-1 infections, and LPS treatment and HSV-1 infection, we obtained 5 enriched pathways including the Immune system pathway (Fig. 4B). Hence, m^6^A might regulate distinct sets of immune response genes between viral and bacterial infections, or between viral infection and LPS treatment.

**Fig. 4:**
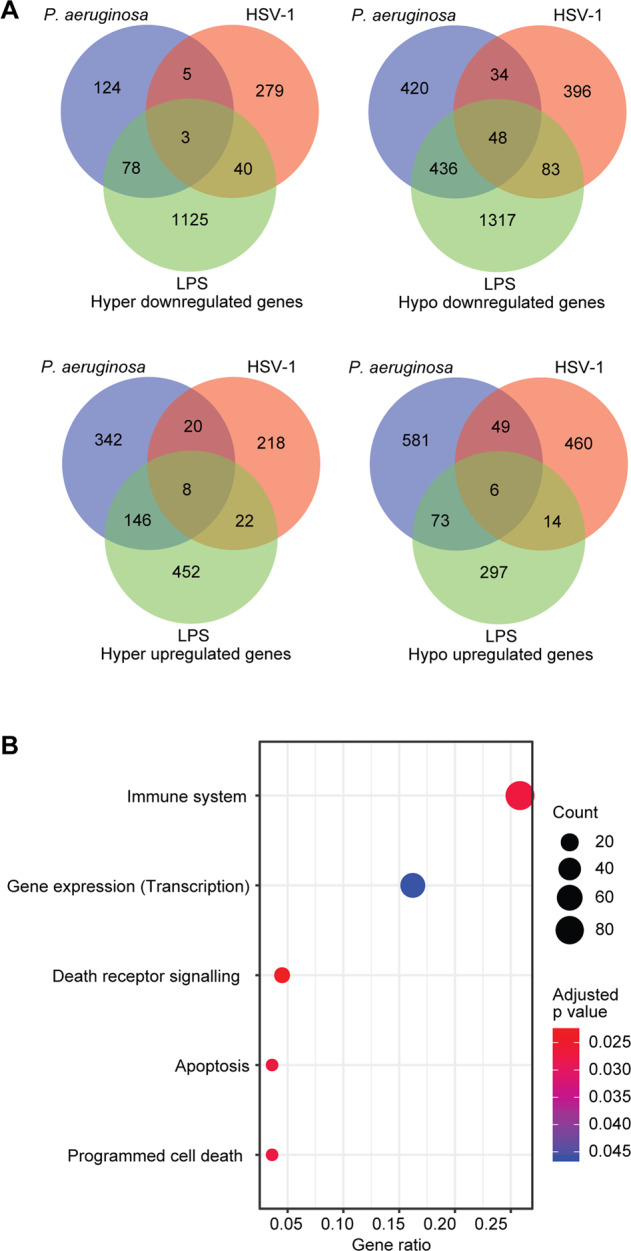
Common and distinct differentially expressed and methylation genes following *P. aeruginosa* and HSV-1 infections, and LPS treatment. **A** Common and distinct differentially expressed and methylated genes following *P. aeruginosa* and HSV-1 infections as well as LPS treatment. **B** Enriched pathways for common differentially expressed and methylated genes following *P. aeruginosa* and HSV-1 infections, or LPS treatment and HSV-1 infection.

### ALKBH5 knockdown enhances innate immune responses during bacterial infection

To identify genes directly regulated by m^6^A, we performed knockdown of m^6^A writers or erasers. Unfortunately, we were unable to achieve efficient knockdown of METTL3 and METTL14 without causing severe cellular toxicity. However, we achieved efficient ALKBH5 knockdown (Supplementary Fig. 8A) in RAW264.7 cells, which were infected with *P. aeruginosa* for 6 h and subjected to m^6^A profiling (Supplementary Fig. 8B). 

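For the knockdown, 6 cultures were examined at 6 h after infection with the same dose, 2 with a control siRNA (siNC) and 2 with each of 2 siRNAs against Alkbh5 (si1 and si2), and each gave an input and an eluate, 12 libraries in all. Inputs held 10193926 and 10118297 reads on genes with siNC, 17244871 and 15912795 with si1, and 10141732 and 10385774 with si2. Eluates held 27312408 and 26136179 with siNC, 30377825 and 29609984 with si1, and 25589835 and 29021422 with si2. The 4 cultures with either siRNA were compared as a single group with siNC, by the same filter and tests as the time course. For methylation, this fit did not pair the input and eluate of a culture. The biological coefficient of variation was 13.8% among the inputs and 17.6% among the eluates. In simulated counts, a log2 change of 1 was recovered in 74% of changed genes for expression and in 48% for methylation, and a log2 change of 2 in 95% and 90%. Alkbh5 in the inputs had 141 and 142 CPM with siNC, 52.1 and 39.2 with si1, and 48.8 and 32.5 with si2. Its log2 fold change was -1.71 (standard error 0.16, adjusted p = 0.00140 by edgeR with Benjamini-Hochberg adjustment), between -1.81 and -1.60 with each culture left out in turn. In the eluates it had 185 and 210 CPM with siNC, 43.3 and 35.1 with si1, and 62.3 and 35.9 with si2. The change of its eluate over input ratio was -0.50 on the log2 scale (standard error 0.31, adjusted p = 0.904, edgeR, Benjamini-Hochberg).

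**Figure D3:**
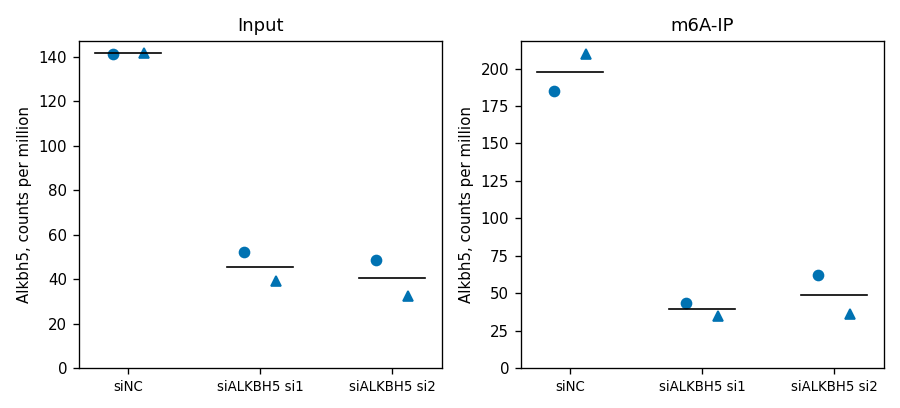
Alkbh5 in CPM (TMM-normalized, linear axis) in the inputs and the eluates (m6A-IP) with siNC, si1 and si2 at 6 h after infection; points are libraries and lines are means. The inputs lie at 141 and 142 with siNC and between 32.5 and 52.1 with the siRNAs against Alkbh5.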

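In the knockdown, edgeR with Benjamini-Hochberg adjustment called 95 genes upregulated and 96 downregulated, of 11057 tested. Taking si2 alone gave 11 up and 7 down, and si1 alone 143 and 103, each with siNC. The si1 inputs were deeper than the siNC and si2 inputs and held a smaller share of reads matching more than 1 gene. The counts with si1 and si2 are therefore not like for like. DESeq2 called 285 and 185 genes. With the replicate number as a block edgeR called 346 and 261, although these numbers pair the cultures only in part. Leaving out siNC replicate 1 or 2 gave 8 or 5 genes up and 7 or 3 down, and leaving out si2 replicate 1 gave 227 and 157. Without si1 replicate 1 the counts were 50 and 41, and without si1 replicate 2, 163 genes were up. Of genes with a mean of at least 100 counts, the largest rises were in Tnfsf15 (log2 fold change 4.20, standard error 0.77, adjusted p = 0.0300 by edgeR with Benjamini-Hochberg adjustment), Mmp12 (2.68, standard error 0.48, adjusted p = 0.0280) and Ccl2 (2.67, standard error 0.19, adjusted p = 5.2e-04). After Alkbh5 itself, the largest falls were in Odz4 (-1.68, standard error 0.27, adjusted p = 0.0173, edgeR, Benjamini-Hochberg) and Pck2 (-1.51, standard error 0.13, adjusted p = 0.00101). The adjusted p of Tnfsf15 was 0.0508 without si1 replicate 1 (edgeR, Benjamini-Hochberg), and its call was also lost without either siNC culture. Its log2 fold change ranged from 3.77 to 4.58 with each culture left out in turn. Mmp12 and Odz4 lost their calls without either siNC culture, which leaves 1 siNC library. With each culture left out in turn, their log2 fold changes ranged from 2.35 to 3.00 and from -1.87 to -1.46.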

We identified 340 upregulated and 263 downregulated genes (Fig. 5A and Supplementary Fig. 9A). Among them, numerous immune response pathways were enriched (Fig. 5B), indicating ALKBH5 knockdown enhances immune response, most likely through regulating m^6^A levels on these transcripts. 

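In the hand-written lists, cytokine and chemokine genes (39) were higher after the knockdown, with a median log2 fold change of 0.29 (limma's camera adjusted p = 6.0e-13, Benjamini-Hochberg, 32 higher), and this held under fry (0.0147) and with an estimated correlation (0.0442). By edgeR with Benjamini-Hochberg adjustment 8 of them were up (Ccl2, Ccl7, Csf2, Cxcl11, Cxcl3, Il1rn, Lif and Tnfsf15) and 0 down over all genes, and 20 up and 3 down adjusted over the list alone. Interferon-stimulated genes (63) had a median of -0.09 (limma's camera adjusted p = 0.475, Benjamini-Hochberg, 24 higher), with 1 up and 1 down over all genes (Oas1g and Rsad2) and 3 up and 1 down adjusted over the list alone. TLR4 cascade genes (71) had a median of 0.05 (limma's camera adjusted p = 0.475, Benjamini-Hochberg) and 0 calls by edgeR, over all genes and adjusted over the list alone. Histone genes (53) had a median of -0.47 (limma's camera adjusted p = 1.6e-13, Benjamini-Hochberg, 6 higher), which held under fry (0.0217) but not with an estimated correlation (0.115), with 0 up and 2 down (Hist1h1c and Hist1h1d) over all genes and 21 down adjusted over the list alone. From the immune pathways among genes changed by the knockdown, the paper proposes that loss of ALKBH5 enhances the immune response through m6A on these transcripts.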

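Of 10913 genes tested for methylation in the knockdown, edgeR with Benjamini-Hochberg adjustment called 0 hypermethylated and 0 hypomethylated, with 180 higher and 223 lower at an unadjusted p under 0.05, and DESeq2 also called 0 and 0. The 180 and 223 are together fewer than the share of 0.05 of tested genes that passes by chance where no gene changes. The balance at an unadjusted p under 0.05 reversed with library size alone (275 higher and 117 lower), a mean of at least 50 counts (257 and 63), DESeq2 (238 and 142) and si1 alone (735 and 672). It also reversed with single cultures left out: 144 and 45 without si1 replicate 2, 870 and 826 without si2 replicate 1, 170 and 67 without si2 replicate 2, and 97 and 50 or 76 and 26 without siNC replicate 1 or 2. The Poisson test moved these counts most, to 1670 hypermethylated and 2866 hypomethylated genes, and in simulated counts with 200 changed genes 95.9% of its 4763 calls were false. With each culture as a block that pairs its input and eluate, edgeR called 127 and 61 genes (855 and 1360 at an unadjusted p under 0.05), and with si1 alone against siNC 36 and 7. Leaving out si2 replicate 1 gave 131 hypermethylated and 11 hypomethylated genes.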

While we identified 850 hypermethylated genes, there were also 1458 hypomethylated genes, which might be regulated by other indirect mechanisms (Fig. 5C and Supplementary Fig. 9B). The fact that there were significantly more DMs than DEs suggested that not all m^6^A alterations were translated into DEs. 

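By methylation in the knockdown, the median log2 change of the eluate over input ratio was -0.15 in cytokine and chemokine genes (limma's camera adjusted p = 0.107, Benjamini-Hochberg, 10 of 39 higher), 0.01 in interferon-stimulated genes (0.724, 33 of 63 higher) and -0.10 in TLR4 cascade genes (0.475, 26 of 71 higher). Histone genes had a median of -0.37 (limma's camera adjusted p = 3.3e-08, Benjamini-Hochberg, 6 of 53 higher), which held under fry (0.0238) but not with an estimated correlation (0.0825). In these 4 lists edgeR called 0 genes for methylation, over all genes and adjusted over the list alone. These list values come from the fit that does not pair the input and eluate of a culture. With each culture as a block, 127 hypermethylated and 61 hypomethylated genes were called over all genes. The list values therefore do not show absence of change.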

Importantly, we found that most enriched pathways of DMs were related to immune responses (Fig. 5D), further confirming the regulation of immune response by ALKBH5 during bacterial infection.

**Fig. 5:**
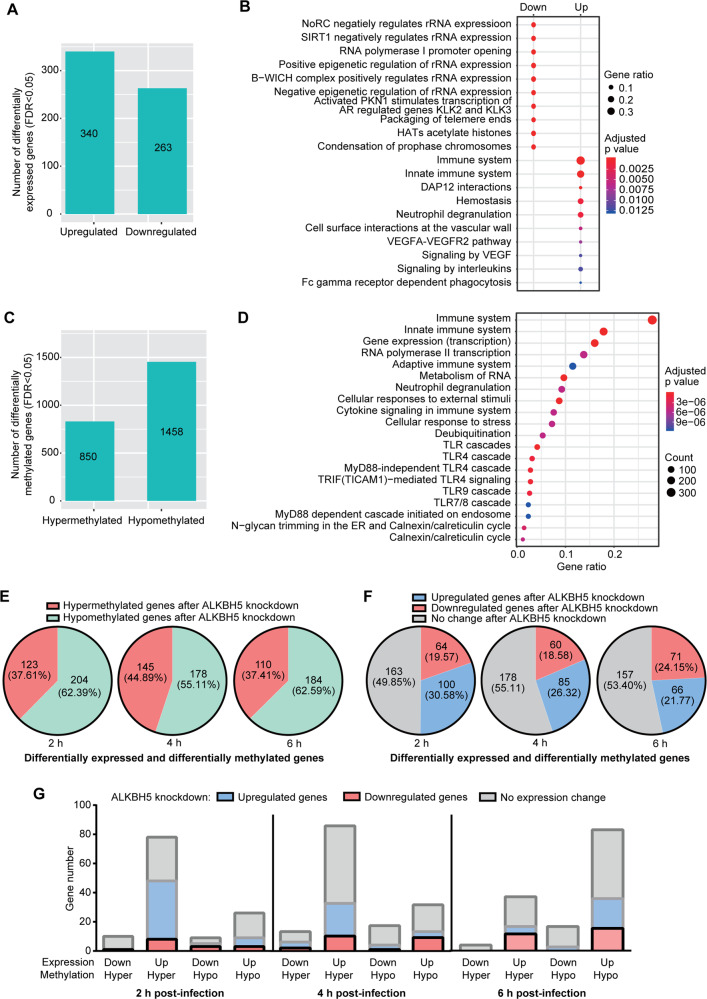
Alterations of cellular transcriptome and m^6^A epitranscriptome during *P. aeruginosa* infection following ALKBH5 knockdown. **A** Numbers of differentially expressed genes during *P. aeruginosa* infection following ALKBH5 knockdown. **B** Enriched pathways of differentially expressed genes during *P. aeruginosa* infection following ALKBH5 knockdown. **C** Numbers of differentially methylated genes during *P. aeruginosa* infection following ALKBH5 knockdown. **D** Enriched pathways of differentially methylated genes during *P. aeruginosa* infection following ALKBH5 knockdown. **E** Hypermethylated and hypomethylated genes following ALKBH5 knockdown among common differentially expressed and methylated genes between *P. aeruginosa* and HSV-1 infections, or *P. aeruginosa* infection and LPS treatment displayed by 2, 4, and 6 h *P. aeruginosa* post-infection. **F** Upregulated and downregulated genes following ALKBH5 knockdown among common differentially expressed and methylated genes between *P. aeruginosa* and HSV-1 infections, or *P. aeruginosa* infection and LPS treatment displayed by 2, 4, and 6 h *P. aeruginosa* post-infection. **G** Upregulated and downregulated genes following ALKBH5 knockdown among common differentially expressed and methylated genes between *P. aeruginosa* and HSV-1 infections, or *P. aeruginosa* infection and LPS treatment further displayed by differentially expressed and methylated genes at 2, 4, and 6 h *P. aeruginosa* post-infection.

### ALKBH5 regulates DEDMs during bacterial and viral infections

Next, we examined DEDMs following ALKBH5 knockdown. Because there were few overlapped genes between viral infection and bacterial infection or LPS treatment, we included genes mutually regulated by bacterial infection and LPS treatment, and those mutually regulated by bacterial and viral infections. We found that, at all time points of bacterial infection, >50% of DEDMs had m^6^A hypomethylation following ALKBH5 knockdown (Fig. 5E), suggesting an indirect role of ALKBH5. Nevertheless, 37.61%, 44.89% and 37.41% of the DEDMs were hypermethylated at 2, 4 and 6 h post-infection, respectively, following ALKBH5 knockdown (Fig. 5E). These genes were likely directly regulated by ALKBH5 and m^6^A. Among DEDMs during viral and bacterial infections, or bacterial infection and LPS treatment, ≥50% of them did not have any expression changes following ALKBH5 knockdown (Fig. 5F). However, 30.58%, 26.32% and 21.77% of these genes were upregulated while 19.57%, 18.58% and 24.15% of them were downregulated following ALKBH5 knockdown when presented by 2, 4 and 6 h following bacterial infection, respectively (Fig. 5F). As expected, most genes impacted by ALKBH5 knockdown were those upregulated during viral and bacterial infections, or bacterial infection and LPS treatment (Fig. 5G). A large portion of the upregulated and hypermethylated genes at 2 and 4 h were further upregulated following ALKBH5 knockdown (Fig. 5G), suggesting an important role of m^6^A hypermethylation for inducing these genes during bacterial and viral infections. Nevertheless, a consistent fraction of the upregulated and hypermethylated genes (15–35%) at all the time points during bacterial infection were indeed downregulated following ALKBH5 knockdown (Fig. 5G), suggesting a negative regulatory role of m^6^A hypermethylation for these genes. Similarly, a fraction of the upregulated and hypomethylated genes (12–24%) at all the time points were also downregulated following ALKBH5 knockdown (Fig. 5G), suggesting a role of m^6^A hypomethylation in inducing these genes. However, a subset of the upregulated and hypomethylated genes (15–25%) at all the time points were upregulated following ALKBH5 knockdown (Fig. 5G), suggesting a negative regulatory role of m^6^A hypomethylation in these genes. Of interest, upregulated and hypomethylated genes were mostly impacted by ALKBH5 knockdown at a later time point of infection (6 h) (Fig. 5G). Together, these results revealed the complex dynamics and function of m^6^A during bacterial and viral infections.

### Confirmation of m^6^A-regulated immune response genes

Among DEDMs, those with hypermethylation and upregulation were the most common genes regulated by ALKBH5 during bacterial and viral infections (Fig. 5G). We identified a set of these immune response genes, including IFIH1, TNFAIP3, IFIT1 and IFIT2. 

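All 4 genes rose in expression after infection. Their log2 fold changes at 2, 4 and 6 h were 4.70, 5.54 and 5.34 in Ifih1, 5.76, 4.43 and 5.40 in Tnfaip3, 5.75, 8.11 and 7.79 in Ifit1, and 0.79, 3.12 and 4.86 in Ifit2, each past the threshold of edgeR. In the inputs, Ifih1 had 12.2 ± 1.09 CPM at 0 h (SD, n = 2), 317 ± 12.4 at 2 h, 565 ± 18.8 at 4 h and 494 ± 11.7 at 6 h. The eluate over input ratio of these genes was higher after infection, by 0.88 and 0.57 in Ifih1 at 4 and 6 h, by 0.68, 0.73 and 0.73 in Tnfaip3 at 2, 4 and 6 h, by 1.63, 1.63 and 1.42 in Ifit1 and by 0.44, 0.45 and 0.63 in Ifit2 on the log2 scale. Single cultures moved these values. Tnfaip3 had 0.26, 0.31 and 0.31 without 0 h replicate 1 and 1.07, 1.12 and 1.12 without 0 h replicate 2. Ifit2 at 2 h had 0.72 and 0.19 without 2 h replicate 1 or 2. Ifit1 had only 15 and 8 counts in the 0 h inputs and 20 and 17 in the 0 h eluates. With each culture left out in turn, its change ranged from 1.31 to 1.84 at 2 h, 1.32 to 1.81 at 4 h and 1.11 to 1.59 at 6 h. Apart from Ifih1 at 2 h, none of these changes passed the threshold. The call of Ifih1 was lost when a culture of 0, 2 or 4 h was left out, although its log2 change stayed between 1.18 and 1.26. After the knockdown at 6 h, Ifit1 had 1135 ± 23.0 CPM in the inputs with siNC (SD, n = 2), 1608 ± 263 with si1 and 1540 ± 75.0 with si2, a log2 fold change of 0.47 (standard error 0.11, adjusted p = 0.0641 by edgeR with Benjamini-Hochberg adjustment). For Ifit1, DESeq2 gave an adjusted p (Benjamini-Hochberg) of 0.00686, and edgeR gave 0.0470 without si1 replicate 2 and 0.0354 without si2 replicate 1. Tnfaip3 had 275 ± 19.1, 359 ± 102 and 345 ± 86.0 CPM with siNC, si1 and si2 (SD, n = 2), a log2 fold change of 0.36 (standard error 0.18, adjusted p = 0.371, edgeR, Benjamini-Hochberg). Ifit2 changed by 0.21 (standard error 0.13, adjusted p = 0.461, edgeR, Benjamini-Hochberg) and Ifih1 by 0.14 (standard error 0.09, adjusted p = 0.517) on the log2 scale. The methylation fit used here did not pair the input and eluate of a culture. The eluate over input ratio changed after the knockdown by 0.18 in Ifit1, -0.17 in Tnfaip3, 0.04 in Ifit2 and -0.02 in Ifih1 on the log2 scale, with adjusted p (edgeR, Benjamini-Hochberg) of 0.907, 0.925, 0.971 and 0.971. With each culture left out in turn, it ranged from 0.19 to 0.29 in Ifit1 and from -0.18 to -0.05 in Tnfaip3. It ranged from 0.02 to 0.16 in Ifit2 and from -0.04 to 0.08 in Ifih1, so the sign in Ifih1 is not settled.

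**Figure D4:**
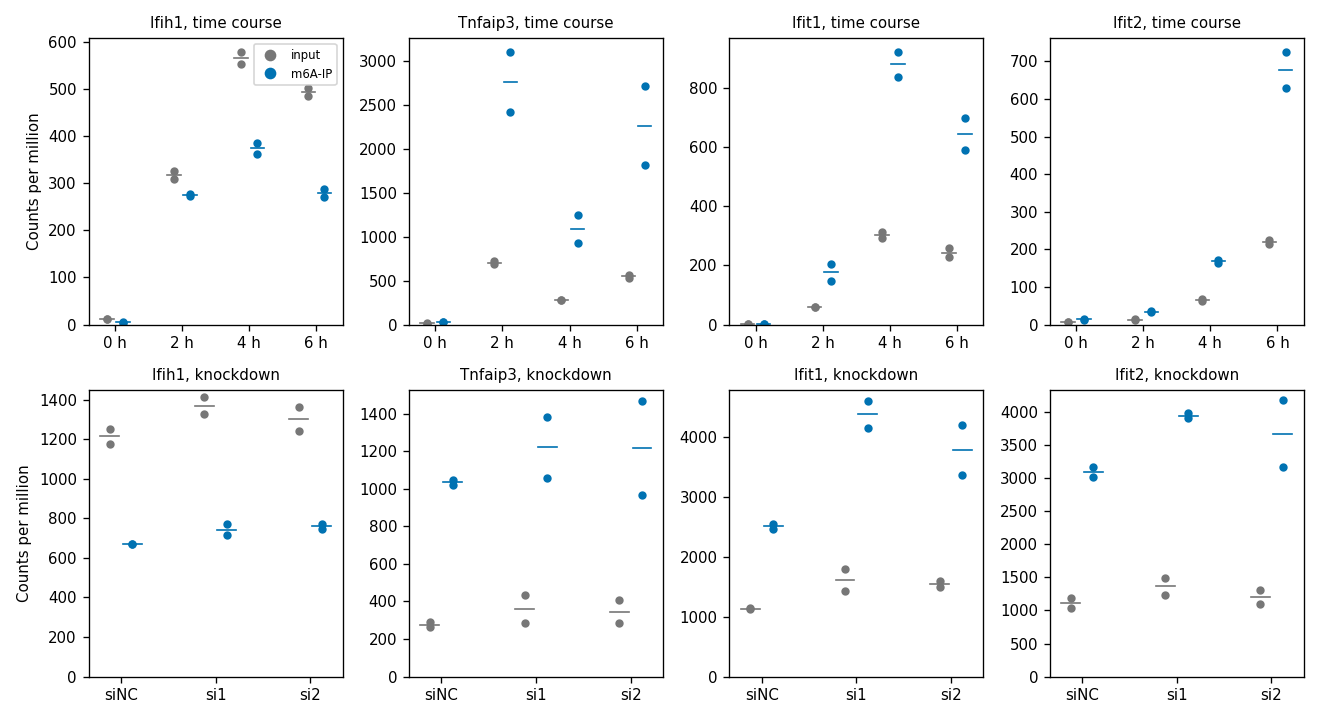
CPM (TMM-normalized) of Ifih1, Tnfaip3, Ifit1 and Ifit2 in the time course (upper row, by hours after infection) and in the knockdown at 6 h (lower row, by siRNA). Grey is the input and blue the eluate (m6A-IP), points are libraries and lines are means; Ifih1 inputs go from a mean of 12.2 at 0 h to 494 at 6 h.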

ALKBH5 knockdown further increased the expression of these genes during *P. aeruginosa* or HSV*-*1 infection, or LPS treatment in RAW264.7 cells (Fig. 6A and Supplementary Fig. 10). We detected increased m^6^A levels of these genes following ALKBH5 knockdown (Fig. 6B). Hence, IFIH1, TNFAIP3, IFIT1 and IFIT2 were the common immune response genes regulated by m^6^A during bacterial or viral infection, or LPS treatment.

**Fig. 6:**
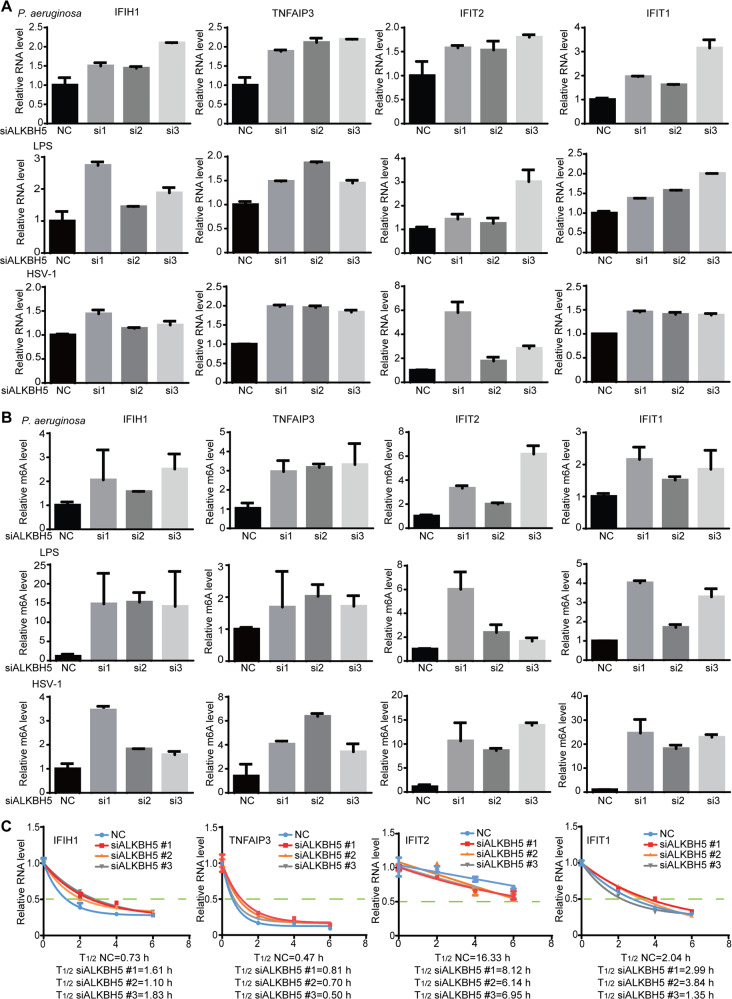
Alterations of expression and m^6^A modification of innate immune response genes TNFAIP3, IFIH1, IFIT1 and IFIT2 during *P. aeruginosa* or HSV-1 infection, or LPS treatment following ALKBH5 knockdown. **A** Alterations of expression levels of TNFAIP3, IFIH1, IFIT1 and IFIT2 genes examined by RT-qPCR after infection with *P. aeruginosa* or HSV-1, or LPS treatment for 2 h following ALKBH5 knockdown. **B** Alterations of m^6^A levels of TNFAIP3, IFIH1, IFIT1 and IFIT2 genes examined by RT-qPCR after infection with *P. aeruginosa* or HSV-1, or LPS treatment for 2 h following ALKBH5 knockdown. **C** Alterations of half-lives of TNFAIP3, IFIH1, IFIT1 and IFIT2 transcripts during *P. aeruginosa* infection following ALKBH5 knockdown. RAW264.7 cells with ALKBH5 knockdown were infected with *P. aeruginosa* or HSV-1, or treated with LPS for 2 h, in the presence of 10 μg/mL actinomycin D, and collected for RT-qPCR at the indicated time points.

We determined the mechanism mediating m^6^A regulation of IFIH1, TNFAIP3, IFIT1 and IFIT2. Examination of transcript splicing pattern and nuclear export did not reveal any consistent alteration. However, RNA stability of IFIH1, TNFAIP3 and IFIT2 transcripts was altered following ALKBH5 knockdown with IFIH1 and TNFAIP3 transcripts having significant extended half-lives while IFIT2 transcript having a significant shorter half-life (Fig. 6C). No consistent change of half-life was observed for IFIT1 following ALKBH5 knockdown. These results confirmed the regulation of IFIH1, TNFAIP3, IFIT1 and IFIT2 by ALKBH5 and m^6^A with distinct mechanisms during both bacterial and viral infections.

## Discussion

We have analyzed m^6^A epitranscriptomes following *P. aeruginosa* and HSV-1 infections as well as LPS treatment. Firstly, we have observed more DEs than DMs in all three conditions, indicating that m^6^A only regulates a fraction of DEs. Secondly, there are almost 4 times more DMs than DEs during bacterial infection following ALKBH5 knockdown, indicating that m^6^A alterations do not always lead to differential gene expression. Thirdly, there are more altered m^6^A peaks in 5'UTR and 3'UTR than other regions of the transcripts. Hypomethylation predominantly occurs in 5'UTR and hypermethylation predominantly occurs in 3'UTR during bacterial infection and LPS treatment. Similar observations were previously reported in heatshock and invasive malignant pleomorphic adenoma [31–33]. It is known that 5'UTR regulates mRNA translation and 3'UTR mediates mRNA stability [34, 35]. Interestingly, m^6^A hypermethylation occurs in both 5'UTR and 3'UTR during HSV-1 infection. It is likely that m^6^A alterations in 5'UTR and 3'UTR might mediate important cellular responses during bacterial and viral infections.

There are large numbers of overlapping DEDMs between *P. aeruginosa* infection and LPS treatment as expected. LPS is the major PAMP of Gram-negative bacteria such as *P. aeruginosa*, inducing robust innate immune response. Indeed, both DEs and DMs are significantly enriched in pathways related to innate immune responses following *P. aeruginosa* infection and LPS treatment. Significantly, we have found that the levels of DEs is positively correlated with differential methylation levels. A similar correlation is also present for immune response genes alone. Hence, m^6^A might function to promote gene expression, particularly rapidly induced immune response genes. However, it is also possible that m^6^A might function as a feedback mechanism to control the expression of these genes. Indeed, among these genes, we have identified both upregulated and downregulated genes following ALKBH5 knockdown (Fig. 5G), suggesting the existence of both mechanisms. m^6^A is known to mediate mRNA degradation through reader proteins YTHDF2, YTHDF3 and YTHDC2 [12, 13, 36, 37]. The mechanism of m^6^A positive regulation of gene expression remains to be elucidated. Regardless of the mechanism involved, m^6^A is likely essential for regulating cellular response including immune response to bacterial infection and LPS treatment.

In contrast, we have found few overlapped DEDMs between HSV-1 infection and *P. aeruginosa* infection or LPS treatment. We have also failed to detect a correlation between levels of DEs and differential methylation levels following HSV-1 infection albeit there is a weak negative correlation for immune response genes. It is possible that HSV-1 infection might trigger a distinct cellular response including an immune response. Indeed, HSV-1 encodes numerous inhibitory genes of innate immune response [30]. It remains possible that HSV-1 genes might directly interfere with m^6^A-related complexes to upsurge m^6^A functions.

To confirm genes directly regulated by m^6^A during *P. aeruginosa* infection, we have performed ALKBH5 knockdown. Among DEs caused by ALKBH5 knockdown, over one-third are hypermethylated. However, two-third of them are hypomethylated, which are likely regulated by other unknown mechanisms. 

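Of the 191 genes that edgeR called changed in expression after the knockdown, 0 were called for methylation by edgeR or DESeq2. Of all genes, 180 and 223 were higher and lower at an unadjusted p under 0.05, together fewer than pass by chance where no gene changes. The eluate over input ratio of 76 of the 191 (39.8%) was above that with siNC, 44 of them upregulated and 32 downregulated, without regard to a test. This share depends on the scaling, since the median change of all genes was -0.06 with TMM and -0.01 with library size alone. By the Poisson test, 30 of the 191 were hypermethylated (15.7%; 15 up and 15 down) and 67 hypomethylated (35.1%; 27 up and 40 down). With each culture as a block, 1 was hypermethylated and 1 hypomethylated.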

Among DEDMs caused by ALKBH5 knockdown, pathways related to immune response genes are significantly enriched during *P. aeruginosa* infection, confirming m^6^A’s important role in regulating the expression of these genes.

By focusing on overlapped DEDMs between bacterial and viral infections, or bacterial infection and LPS treatment, we have identified sets of hypermethylated and hypomethylated genes that are either upregulated or downregulated following ALKBH5 knockdown. However, we have found that over 50% of these genes are both hypermethylated and upregulated, confirming the important positive regulatory role of m^6^A in the expression of these genes. We have confirmed the hypermethylation and upregulation of numerous innate immune response genes including IFIH1, TNFAIP3, IFIT1 and IFIT2 following ALKBH5 knockdown during bacterial and viral infections as well as LPS treatment, indicating that these genes might be universally regulated by m^6^A during bacterial and viral infections. While the reduced IFIT2 transcript stability is expected following ALKBH5 knockdown and an increase in m^6^A level, we have also found increased stability of TNFAIP3 and IFIH1 transcripts. It would be interesting to further investigate how the increased m^6^A modifications and ALKBH5 knockdown stabilize these transcripts. The mechanism of m^6^A enhancement and ALKBH5 reduction of IFIT1 expression is also unclear.

In summary, we have mapped m^6^A epitranscriptomes during bacterial and viral infections, and LPS stimulation, and identified m^6^A- and ALKBH5-regulated common and distinct innate immune response genes including a set of genes with positive correlation of expression with m^6^A level. These results reveal the important roles of m^6^A and ALKBH5 in innate immune response, and provide rich resources for the scientific community.

## Materials and methods

### Bacteria, virus and cells

*P. aeruginosa* were purchased from ATCC; Herpes simplex virus type 1 (HSV-1, F strain) was a gift from Dr. David Johnson (Oregon Health Science University, Portland, OR); RAW 264.7 and HeLa cells were purchased from ATCC and cultured following the instructions provided by ATCC.

### Infection and LPS treatment

RAW264.7 cells at 4 × 10^5^ cells per mL were infected with *P. aeruginosa* at 10^7^ per mL and harvested at the indicated time point. RAW264.7 cells at 4 × 10^5^ cells per mL were treated with LPS at 1 μg/mL and harvested at 6 h post-treatment. HeLa cells were infected with HSV-1 at 5 MOIs and harvested at 5 or 8 h post-infection.

### m^6^A-immunoprecipitation (m^6^A-IP)

Isolation of m^6^A-containing fragments was performed as previously described with minor modifications [38]. Briefly, total RNA was extracted from cells using TRI Reagent (T9424-200ML, Sigma-Aldrich). The total RNA was fragmented using an RNA fragmentation kit (AM8740, ThermoFisher). Successful fragmentation of RNA with sizes close to 100 nucleotides was validated using a bioanalyzer (2100 bioanalyzer instrument, Agilent). Anti-m^6^A antibody (10 µg) (202-003, Synaptic Systems) was incubated with 30 µl slurry of Pierce Protein A Agarose beads (20365, ThermoFisher) by rotating in 250 µl PBS at 4 °C for 3 h. The beads were washed three times in cold PBS followed by one wash in an IP buffer containing 10 mM Tris-HCl at pH 7.4, 150 mM NaCl and 1% Igepal CA-630 (I8896-50ML, Sigma-Aldrich). To isolate the m^6^A-containing fragments, 120 µg of fragmented total RNA was added to the antibody-bound beads in 250 µl IP buffer supplemented with RNasin Plus RNase inhibitor (PRN2615, Promega), and the mixture was incubated at 4 °C for 2 h. The beads were washed seven times with 1 ml IP buffer and eluted with 100 µl IP buffer supplemented with 6.67 mM of m^6^A salt (M2780, Sigma-Aldrich) for 1 h at 4 °C. A second elution was carried out and the eluates were pooled together before purification with ethanol 70% precipitation.

### m^6^A-seq

Purified eluate and input samples were used to generate complementary DNA libraries for m^6^A-seq. Approximately 25 ng was used for library preparation for RNA sequencing (RNA-seq) using the KAPA Stranded RNA-Seq Kit with RiboErase (HMR) sample preparation guide (KAPA Biosystems) according to the instructions of the manufacturer with two modifications. First, the elute-frag-prime stage was done at 85 °C for 2 min to allow annealing without causing fragmentation. RNA was reverse transcribed into first-strand cDNA using reverse transcriptase and random primers. This was followed by the second strand cDNA synthesis using DNA Polymerase I and RNase H. The cDNA fragments then went through an end repair process with the addition of a single ‘A’ base followed by ligation of adapters. The products were then purified and enriched by PCR amplification for ten cycles to generate the final RNA-seq library. Secondly, beads/DNA ratio of 1:3 instead of 1:1 was used to preserve smaller fragments during the adapter ligation double beads clean-up step. cDNA libraries were quantified and pooled for cBot amplification and subsequent sequencing on an Illumina HiSeq 3000 platform 50 bp single read sequencing module. After the sequencing run, demultiplexing with Bcl2fastq2 was employed to generate a fastq file for each sample.

### m^6^A-seq data analysis

m^6^A-seq data analysis was performed as previously described [38]. Reads of the IP/Input samples were aligned to the corresponding genomes using Tophat2 Aligner v2.0.6, which implicitly calls Bowtie2 with default options. Following this, peak calling and differential m^6^A/m methylation analyses were performed using the exomePeak R/Bioconductor package, a software specifically designed for m^6^A analysis. The peak calling is based on the Przyborowski and Wilenski method, which compares the means of two Poisson distributions (*c*-test), which computes the methylation enrichment of normalized IP reads over normalized input reads (or mRNA abundance) as the test statistics. Only the loci that show significant methylation enrichment are determined as peak regions. For analysis of differential m^6^A peaks, the fold changes of methylation enrichments between two conditions are calculated and a rescaled hypergeometric test is applied to determine the significance of differential fold enrichment. The output of exomePeak includes the loci of the (differential) m^6^A/m peaks, the gene symbol of the transcripts to which peaks localize, the detection P values, false discovery rates (FDR) and methylation enrichment (for peak calling) or enrichment fold-change (for differential m6A analysis). For both m^6^A peak calling and differential peak discovery, an FDR threshold of 0.05 is used. m^6^A peaks were annotated with identifiers such as Gene Symbol and RefSeq ID as well as regional overlapping status (5'UTR/coding DNA sequence/3'UTR). Regional distribution of m^6^A was plotted using the Guitar package. Motif analysis of m^6^A peaks was performed using the MEME package.

### Clustering analysis

To investigate the methylation behavior of genes across samples, the highest fold enrichment among all peaks within a gene was considered as the methylation fold enrichment of the gene. Hierarchical clustering with Euclidean distance was used to group similarly methylated genes according to samples.

### Gene expression analysis

The expression of transcripts and isoforms and differential expression levels were calculated using cufflinks and cuffdiff, respectively, based on the input samples. To avoid underestimating the expression of genes, we used reads mapped to the cellular genome to calculate the fragments per kilobase of transcript per million mapped reads (FPKM). All the other bioinformatics analyses were performed on Matlab, R or Perl.

### siRNA knockdown

siRNA silencing was performed as previously described [38]. Briefly, RAW264.7 cells were transfected with 2.5 pmol of each siRNA per well in a 12-well plate using Lipofectamine RNAi Max (13778150, ThermoFisher) according to manufacturer’s instructions. Two days after transfection, the cells were monitored for knockdown efficiency of the target gene by RT-qPCR and Western-blotting, and infected by indicated pathogen for the indicated time. siRNAs purchased from Sigma-Aldrich are as follows:

ALKBH5 si1: SASI_Mm01_00106232;

ALKBH5 si2: SASI_Mm02_00344968;

ALKBH5 si3: SASI_Mm01_00106233; and

si Negative Control (siNC): Sigma siRNA Universal Negative Control #1 (SIC001-10NMOL).

### RNA stability assay

For RNA stability assays, actinomycin D (10 μg/ml) (A9415-2MG, Sigma-Aldrich) was added to inhibit transcription. RNA isolated at 0, 2, 4 and 6 h after actinomycin D treatment. Total RNA was isolated using Trizol, quantified by RT-qPCR.

### RT-qPCR for gene expression and MeRIP-qPCR for m^6^A-seq validation

RT-qPCR for gene expression and MeRIP-qPCR for m^6^A-seq validation was carried out as previously described [38]. Total RNA was isolated with TRI Reagent (T9424-200ML, Sigma-Aldrich) according to the manufacturer’s protocol. Reverse transcription was performed with 1 µg of total RNA using Maxima H Minus First Strand cDNA Synthesis Kit (Cat.# K1652, ThermoFisher). Quantitative PCR was done using SsoAdvanced Universal SYBR Green Supermix (1725271, Bio-Rad) and analyzed with real-time PCR machine (CFX Connect Real-Time PCR System, Bio-Rad). Relative gene expression levels were obtained by normalizing the cycle threshold (CT) values to yield 2^-ΔΔCt^ values. For validation of m^6^A-seq, eluted or input mRNA was subjected to RT-qPCR. Fold enrichment was calculated by calculating the 2^-ΔCt^ of eluate relative to the input sample. The primers used for gene expression are: 5'AAGAGCTGCTTGCACCACAC3' (forward) and 5'GTGCCACAATATGCCTGCAA3' (reverse) for IFIT1; 5'ATCTCCACCTACGGCTGACT3' (forward) and 5'TTACTGCATGGGGAAGCGAG3' (reverse) for IFIT2; 5'ACATCATGCACTGCCGGTAA3' (forward) and 5'CACAGCCATGACCATCAGGT3' (reverse) for TNFAIP3; 5'CCAGGGTCCAAATTCGCCTT3' (forward) and 5'GTACCCGGCATGGGAAGATG3' (reverse) for IFIH1; and 5'CCCTGAAGTACCCCATTGAA3' (forward) and 5'GGGGTGTTGAAGGTCTCAAA3' (reverse) for β-actin.

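The primers were matched here, without mismatches, to the transcripts of GENCODE vM21 (assembly GRCm38). Those for Ifit1 lie on chromosome 19 at 34649727 to 34649746 and 34649751 to 34649770, in the 3′ UTR in exon 2 of 2, and span 44 bases. Those for Tnfaip3 lie on chromosome 10 at 19002491 to 19002510 and 19002554 to 19002573, in the 3′ UTR in exon 9 of 9, span 83 bases, and the primer printed as forward is antisense to the transcript. Those for Ifih1 lie on chromosome 2 at 62634957 to 62634976 and 62635036 to 62635055 and match only a retained-intron transcript, in its exon 3 of 3, with a span of 99 bases and the forward primer antisense. The primers for Ifit2 had no exact match in any transcript on either strand. Those for Actb lie on chromosome 5 at 142905384 to 142905403 in exon 3 and 142904757 to 142904776 in exon 4 of 6, span 193 bases of coding sequence, and both also match transcripts of Gm4750 and Gm8464.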

### Western-blotting

Protein samples were lysed in Laemmli buffer, separated by SDS-PAGE and transferred to a nitrocellulose membrane [39]. The membrane was blocked with 5% milk and then incubated with primary antibody to GAPDH (5174 s, CST) or ALKBH5 (HPA007196, Sigma) overnight at 4 °C. The membrane was washed with TBS-Tween and probed with a secondary antibody conjugated to horseradish peroxidase (HRP). After further washing with TBS-T, the blot was visualized with SuperSignal™ West Femto Maximum Sensitivity Substrate (34096, Thermo) and imaged on a ChemiDoc™ MP Imaging System (12003154, Bio-Rad).

### RNA-seq data

All RNA-seq data are available are available at GenBank accession#: GSE196272 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196272

## Supplementary information

Supplemental Information

Original Western-blots

Checklist reporting form

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper. Additional data related to this paper may be requested from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

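The data were 28 libraries of RAW264.7 cells infected with *P. aeruginosa*: 16 of a time course (8 cultures at 0, 2, 4 and 6 h, 2 per time point) and 12 of an ALKBH5 knockdown (6 cultures at 6 h, 2 each with siNC, si1 and si2). Each culture gave an input and an m6A-IP library (the eluate). As deposited by the authors, each file holds the count of reads on each of 22609 genes of the mouse, by gene symbol, and 5 further rows for reads not assigned to a single gene. The authors aligned the reads with Tophat2. The counting tool, genome build and annotation behind the counts are not given in the sources used here, and the files hold whole counts without normalization. The 5 further rows held 58.2% to 74.4% of the counts of a library. Without the row for alignments that were not unique, the reads on no gene or on more than 1 gene were 18.3% to 57.9%. Libraries held between 7232185 and 30377825 reads on genes (median 13587985). The medians were 8761600 for inputs and 15514361 for eluates of the time course, and 10289850 and 28166915 in the knockdown. Replicates differed by more than counting error: chi-square per gene was 2.14 to 105 over 14 pairs of replicates. With 2 replicates per group, all groups of an experiment were fitted together and share an estimate of the spread.

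Expression was tested on the inputs of each experiment, and methylation as the interaction of library type and group (eluate over input, against the same ratio at 0 h or with siNC). This gene-level ratio stands in for the peak-level test of exomePeak, which needs the reads themselves. In the knockdown, the cultures with si1 and si2 were taken as a single group. Tests were edgeR's quasi-likelihood tests after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes needed at least 10 counts in at least 2 libraries, for methylation in at least 2 inputs and at least 2 eluates. Log2 CPM used a prior count of 2. Fold changes against a group with 0 counts are lower bounds against 3 counts over the group. Gene lists (TLR4 cascade, cytokines and chemokines, interferon-stimulated genes, replication-dependent histones and m6A machinery) were written by hand from general knowledge. The first 4 were tested with limma's camera, fry and camera with an estimated correlation, and all 5 by counts of called genes. Clustering was tested by exact permutation over pairings of libraries. The main settings, the alternatives, the lists and the rule for naming genes were fixed before the data were examined, apart from those named below and in the closing section. Genes were named where the paper's text names them from these data (Alkbh5, Ifih1, Tnfaip3, Ifit1 and Ifit2), where Fig. 1E labels them (7 genes, for direction only, after the figure had been seen), where they belong to the m6A machinery list and were called, and where they were among the 3 largest rises or falls past the threshold in a comparison with a mean of at least 100 counts. Genes in counts of 5 or fewer and the cytokine, histone and interferon-stimulated genes listed by name were named after their values were seen.

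The tests were run on simulated data with 200 changed genes before the comparisons. For methylation with 2 replicates, edgeR made 150 calls in the time course, of which 7 were false, and 146 in the knockdown, of which 8 were false. For expression it made 200 calls in the time course with 9 false and 179 in the knockdown with 10 false. Alternatives were DESeq2, no low-count filter, a mean of at least 50 counts, library size alone, a log2 fold change of at least 1, each time point fitted with 0 h alone, each culture as a block, a Poisson test with dispersion 0 (chosen because the paper describes a comparison of Poisson means and a rescaled hypergeometric test for exomePeak, which was not run here), enriched genes alone, each siRNA alone or as separate groups, and each culture left out in turn. Where leaving out a culture leaves a single library in a group, that library is assumed to vary like the other groups. Chosen after the data were seen were the correlation over immune genes and that with expression and methylation from different replicates. So were the removal of a trend in the eluates and the regrouping of the knockdown libraries by repeat number. The way the simulations without methylation change were read was also chosen after the data were seen. That reading was changed in stages: at first a simulated median as large as the observed r was required, then the range over all genes, and at last both this range and the genes called by the Poisson test.

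Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11 and matplotlib 3.10.9. Primers were matched by exact sequence to the transcripts of GENCODE vM21 (GRCm38). Samples with LPS treatment or HSV-1 infection, peak positions and the motif, the paper's pathway tables, RNA half-lives and RT-qPCR were not analysed here. Pathway enrichment was limited to the hand-written lists.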

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

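Chosen only after the result was seen were the tests of a difference between the repeats in all cultures, of knockdown by siRNA 1 and of processing of the reads that differed between libraries, and the regrouping of the libraries by repeat number.

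In the knockdown inputs, 3 genes differed between the cultures labelled si1 and si2 (edgeR, Benjamini-Hochberg adjustment, DESeq2 13), all 3 higher with si1: 5730416F02Rik, Gm13498 and Lrrc58, named after their values were seen. Regrouped by repeat number, so that both repeat 1 libraries were set against both repeat 2 libraries, 927 genes differed (DESeq2 771), 594 higher and 333 lower in repeat 1. The names of the deposited files number these libraries in another order than the labels. A mislabelled sample is a candidate explanation: the differences between repeats went the same way with si1 and si2 (r across genes 0.482 in the inputs over 6611 genes, which are not independent replicates), as a wrong siRNA label would need. Distances between the inputs follow this only in part. Both repeat 2 libraries lay close together (11.8, against 9.79 for the siNC repeats). However, si1 repeat 1 lay as near to si1 repeat 2 (22.0) and si2 repeat 2 (22.6) as to si2 repeat 1 (23.1), and the si2 repeats lay at 29.4. A difference between the repeats in all cultures of the experiment is argued against, because the difference between the siNC repeats had r = 0.0842 with the mean difference of the siALKBH5 repeats. What stays open is a wrong label of the siRNA or a condition that differed between the repeats of the siALKBH5 cultures alone. The labels siALKBH5 and siNC themselves are not in question, since Alkbh5 was lower in each siALKBH5 library than in each siNC library. A difference in effect between the siRNAs, which the design names, stays open and was not tested apart from the labels.

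The 3 genes are among 11 that were higher in the inputs labelled si1 than in the other knockdown inputs (log2 fold changes 0.98 to 3.72, 0 lower, edgeR). Knockdown by siRNA 1 is argued against as their cause: 9 of the 11 (81.8%) were over 2 times higher in the siNC eluates than in the 6 h eluates of the time course, both from cells without siRNA 1, against 7.85% of other genes. A first list of genes over 4-fold higher gave 4 of 5 (80%), and the longer list was chosen after it. Processing of the reads that differed between libraries may explain these genes. Reads matching more than 1 gene, in CPM of the reads on genes, were 3093 and 3391 in the si1 inputs and 3185 to 3726 in the knockdown eluates, but 10556 to 12898 in the siNC and si2 inputs, a gap of 2.83 times. The si1 inputs also held 15912795 and 17244871 reads on genes against 10118297 to 10385774 in the other knockdown inputs. Both differences could also move the eluate over input ratios with si1, which was not tested. In the pooled comparison of siALKBH5 with siNC, 0 of the 11 genes were called up by edgeR.

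The change in expression against 0 h differed between 2 h and 6 h in 6949 of 11223 genes (edgeR, Benjamini-Hochberg adjustment, DESeq2 5776). Against 0 h, 178 genes were called up at 2 h and down at 6 h and 441 the reverse. The test compares the 2 h and 6 h inputs directly, so the shared 0 h inputs do not enter it. Inputs held 8330728 and 9347453 reads on genes at 2 h and 7232185 and 8689798 at 6 h. Time after infection is the difference that the design names. A difference between days or batches of library preparation was not tested, since the labels give none.

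Dixon's test for a single far library among the 4 siALKBH5 inputs or eluates was run 14 times, on Alkbh5, Ifih1, Tnfaip3, Ifit1, Ifit2, the reads on genes and the reads on more than 1 gene, and found 0.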

How the results depend on the processing

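Chosen only after the data were seen were the removal of a trend in the eluates and the regrouping by repeat number. So were the correlation over immune gene lists and r with expression and methylation from different replicates. For the 70 main results, 674 values were computed under other settings: 521 kept the direction and the side of the threshold or stayed within 1.5 times or the replicate spread, 119 moved further, 16 lost a call, 1 gained one and 17 reversed. For 157 results of named genes, 1697 values were computed, of which 1617 were counted as unchanged, 68 lost a call, 5 gained one and 7 reversed. Those counted as unchanged include changes of sign in results not past the threshold. Examples are Alkbh5 in expression at 4 h (0.05, and -0.03 without 4 h replicate 2) and Abcg1 in methylation at 4 h (0.16, and -0.06 without 4 h replicate 2). The cause was not tested for the changes below unless one is given.

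DESeq2 changed hypermethylated genes at all 3 time points to 20% of those at any, hypomethylated genes at 6 h to 4, knockdown expression to 285 up and 185 down, genes that differ between si1 and si2 to 13, and r across all genes to -0.0733, -0.0252 and -0.0422 at 2, 4 and 6 h.

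The replicate numbers pair the samples only in part. Among the time course inputs, the differences between replicates had r = 0.102, 0.149 and 0.0442 across 6604 genes between 0 h and 2, 4 and 6 h and 0.295, 0.392 and 0.279 among the others, and among the eluates 0.123, 0.128 and 0.112 with 0 h and 0.737, 0.821 and 0.778 among the others. In the knockdown they were -0.0145 and 0.138 between siNC and si1 or si2 inputs, 0.482 between si1 and si2 inputs, and 0.0339, -0.134 and 0.455 for the eluates. With the replicate number as a block, 2 hypermethylated and 0 hypomethylated genes were called at 2 h and at 4 h, as without it, and 5 and 1 at 6 h (edgeR), hypermethylated genes at all 3 time points were 16.7% of those at any, the knockdown gave 346 genes up and 261 down, which include all 95 and 96 called without it, and 16 genes differed between si1 and si2. With this block Ifit1 was called up in the knockdown and Trib3 at 4 h, and it changed no other call of a named gene or gene list. At an unadjusted p under 0.05 it raised the genes with a higher ratio to 629, 737 and 422 at 2, 4 and 6 h and those with a lower ratio to 300, 272 and 475. Crossed blocks gave 29 and 34 genes in the knockdown.

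Library size alone gave 2122 and 2553 genes up at 2 and 6 h and 5722 and 6333 down, 1416 up and 4268 down at all 3 time points, and 0 hypermethylated genes at 2 h and at all 3 time points (0%). It moved r at 2 h to -0.110 and reversed r over the immune lists at 6 h (-0.0116). It also reversed expression of Rbm15 at 2 and 6 h (-0.0495 and -0.23), Alkbh5 at 4 h (-0.21), 1110037F02Rik at 4 and 6 h (-0.0369 and -0.15), Rbm15b at 4 h (-0.0239) and Ythdc1 at 4 h (-0.0390), and it took the call from Ifih1 and A630072M18Rik in methylation at 2 h. For expression the cause is given by construction, since a change of scaling shifts all genes of a library alike.

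A log2 fold change of at least 1 gave 924, 1283 and 1599 genes up and 1097, 1612 and 1947 down at 2, 4 and 6 h, 603 (30.5%) and 560 (21.7%) at all 3 time points, and 46 up and 30 down in the knockdown, a stricter test by construction.

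The Poisson test, without biological variation by construction, gave 1706, 2140 and 1284 hypermethylated and 1166, 924 and 1289 hypomethylated genes, 582 (19.1%) and 297 at all 3 time points, 245, 127, 71 and 34 genes up or down and hyper- or hypomethylated, 1670 and 2866 in the knockdown, and, across the genes called by it for methylation and by edgeR for expression, r of -0.0621 at 2 h and, reversed, 0.00622 at 6 h. Each time point fitted with 0 h alone gave 0 hypermethylated genes at 2 h and at all 3 time points (0%). Enriched genes alone gave 1 hypermethylated gene at 2 h and r of -0.0635, -0.000994 and, reversed, 0.0282. Culture as a block gave 1 hypermethylated gene at 2 h, 127 and 61 in the knockdown, and r of -0.106 at 2 h.

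Without a low-count filter r was -0.412, -0.333 and -0.349, and with a mean of at least 50 counts it reversed to 0.0422, 0.0427 and 0.000322 (Spearman's rho -0.00712, 0.0200 and -0.0356) at 2, 4 and 6 h. It reversed with expression from replicate 1 and methylation from replicate 2 (0.00609, 0.0496 and 0.00144) and with the converse (0.0618, 0.0638 and 0.0453), settings that share no library by construction.

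In the knockdown, si1 alone gave 143 genes up and 36 hypermethylated and 7 hypomethylated genes, si2 alone 11 up and 7 down, and the siRNAs as separate groups 36 and 39. The regrouping by repeat number gave 927 genes between the groups of siALKBH5 cultures.

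The eluate over input ratios grouped by time point with the 500 most variable genes (exact permutation p = 0.0476). Gene set calls lost with an estimated correlation (adjusted p, limma's camera, Benjamini-Hochberg) were methylation of the TLR4 list at 2 and 4 h (0.0825 and 0.0825), the interferon-stimulated genes in expression at 2 h (0.115) and in methylation (0.115, 0.115 and 0.131), and the histones in expression (0.115, 0.115 and 0.415, knockdown 0.115) and in methylation at 2 h (0.428), at 6 h (0.336) and in the knockdown (0.0825). Calls lost under fry were methylation of the interferon-stimulated genes at 6 h (0.146) and of the histones at 2 and 6 h (0.570 and 0.326).

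With each culture left out in turn, hypermethylated genes ranged from 0 to 4 at 2 h, 1 to 5 at 4 h and 2 to 4 at 6 h, with the highest count at each time without 0 h replicate 2. Those at all 3 time points ranged from 0 to 3 (0% to 60%), and genes up and hypermethylated at all 3 from 0 to 2. Knockdown genes ranged from 5 (without siNC replicate 2) to 227 (without si2 replicate 1) up and from 3 to 157 down, hypermethylated genes from 0 to 131 and hypomethylated from 0 to 11. The r across all genes ranged from -0.184 to -0.0515 at 2 h, -0.156 to -0.0221 at 4 h and -0.144 to -0.0395 at 6 h. Over the immune lists it ranged from -0.310 to 0.263, -0.256 to 0.221 and -0.276 to 0.180. Negative values came without 0 h replicate 1, and also without 2 h replicate 2 at 2 h (-0.00326) and 6 h replicate 2 at 6 h (-0.0219). Expression counts of the time course stayed within 1.5 times: 2975 to 3512, 3607 to 4040 and 3800 to 4190 genes up, 3273 to 3804, 3627 to 4068 and 3716 to 4156 down, and 2172 to 2490 up and 2041 to 2333 down at all 3 time points. Among named genes, 46 calls changed with a culture left out.

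Some values could not be given. The r across genes called in both expression and methylation was designed as the result but only 2, 1 and 2 genes were called in both, and genes changed in both were not counted with each time point fitted with 0 h alone or with a log2 fold change of at least 1. In simulated data at 2 h, edgeR found 50% of methylation changes of log2 1 and 93% of log2 2. The Poisson test, with counting variation alone, found 91% and 99% at the same depth, and 94.6% of its calls were false with 200 changed genes set.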

Differences from the paper's values

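Of the tests in this part, the correlation over immune gene lists and r with changes from different replicates were chosen after the result was seen. Counts and percentages are taken as within range of the paper's when they lie within 1.5 times of them.

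At 2, 4 and 6 h the paper's counts of hypermethylated genes are 524, 449 and 410, against 2, 2 and 2 here, and its counts of hypomethylated genes are 1159, 1191 and 885, against 0, 0 and 0. Of the alternatives set before the data were examined, the Poisson test falls within range for the hypomethylated genes (1166, 924 and 1289). It does not for the hypermethylated genes (1706, 2140 and 1284), and no other alternative does for either. At all 3 time points, the paper gives 101 hypermethylated and 228 hypomethylated genes, against 1 and 0 here, and the Poisson test comes within range for the second (297) and not for the first (582), while no other alternative does for either. The paper's share of hypermethylated genes at all 3 time points is 10.50%, against 33.3% of 3 genes here, and no alternative set before the data were examined comes within range, from 0% to 60%.

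Of genes changed in both expression and methylation at all 3 time points, the paper's counts are 60 up and hypermethylated, 75 up and hypomethylated, 7 down and hypermethylated and 73 down and hypomethylated, against 0 in each here. No alternative comes within range, and the Poisson test gives 245, 127, 71 and 34.

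The paper's r across differentially expressed and methylated genes is 0.2588 at 2 h, 0.4071 at 4 h and 0.4499 at 6 h, against -0.0983, -0.0483 and -0.0660 across all genes here. The gene set is wider here than in the paper, since 2, 1 and 2 genes were called in both. The sign is positive, as in the paper, with a mean of at least 50 counts (0.0422, 0.0427 and 0.000322), with the changes taken from different replicates (0.00144 to 0.0638), and at 6 h for enriched genes (0.0282) and across genes called by edgeR for expression and by the Poisson test for methylation (0.00622), and no alternative comes within range of the paper's values. Spearman's rho was negative for some of these: -0.00712 at 2 h and -0.0356 at 6 h with a mean of at least 50 counts, and -0.0712 at 6 h for the genes called with the Poisson test. For immune genes the paper's r at 4 and 6 h is 0.4651 and 0.3714, against 0.0586 and 0.0154 here over hand-written lists chosen for this after the data were seen, with other genes than the paper's (at 2 h the paper's 0.1533 lies within the spread between replicates of 0.0590, and DESeq2 gave 0.156). No setting reached those values, and the highest from leaving out a culture were 0.221 and 0.180, without 0 h replicate 2.

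In the knockdown, the paper gives 340 upregulated and 263 downregulated genes, against 95 and 96 here. DESeq2 (285 and 185) and the replicate block (346 and 261) come within range for both, leaving out si2 replicate 1 does for the upregulated genes (227) but not for the downregulated (157), and the other alternatives do for neither. For methylation the paper's counts are 850 hypermethylated and 1458 hypomethylated genes, against 0 and 0 here. No alternative comes within range: the Poisson test gives 1670 and 2866 and culture as a block 127 and 61.

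The paper states that hypomethylated genes outnumber hypermethylated ones after infection. The share of hypomethylated genes here was 0% of the calls by edgeR at 2, 4 and 6 h, and by the Poisson test 40.6%, 30.2% and 50.1%. Of genes at an unadjusted p under 0.05 it was 31.4%, 27.9% and 52.7%, and 76.6%, 86.4% and 73.8% with library size alone. With TMM these genes were fewer than pass by chance where no gene changes, so their shares do not count for or against the paper's statement. At 6 h, DESeq2 called 4 hypomethylated and 3 hypermethylated genes, and edgeR with the replicate block called 1 and 5. At 2 and 4 h both called 0 hypomethylated genes. The paper states that downregulated hypermethylated genes are the fewest of the combinations at all time points, and by the Poisson test downregulated hypomethylated genes were the fewest (34). The paper states that expression and methylation change in the same direction across genes changed in both. The r here covers all genes. It was negative at 2, 4 and 6 h, as in simulations without methylation change (median -0.0894, -0.0644 and -0.0706). It was positive with no library shared, so its sign does not count against the paper's statement. In the knockdown, the paper states that more genes change in methylation than in expression. Here 191 changed in expression and 0 in methylation by edgeR. In methylation, 127 and 61 genes changed with culture as a block, 131 and 11 without si2 replicate 1, and 4536 in all by the Poisson test. The paper states that a sizeable part of the genes changed in expression are hypermethylated and the rest hypomethylated, and 0 were called here. By the Poisson test 30 of the 191 (15.7%) were hypermethylated and 67 (35.1%) hypomethylated, so the larger part of those called was hypomethylated, as in the paper. In simulated counts 95.9% of the calls of this test were false. Without a test 39.8% had a higher ratio. This share depends on the scaling: the median change of all genes was -0.06 with TMM and -0.01 with library size alone. The paper states that Ifih1, Tnfaip3, Ifit1 and Ifit2 rise in expression and methylation after the knockdown, from RT-qPCR at 2 h. Samples, time and method differ from the sequencing at 6 h used here. All 4 had a higher mean in the inputs here, with log2 fold changes of 0.14, 0.36, 0.47 and 0.21, none past the threshold, although Ifit1 passes it with DESeq2, with the replicate block (adjusted p = 0.0211, edgeR, Benjamini-Hochberg) and without si1 replicate 2 or si2 replicate 1. Without pairing the input and eluate of a culture, the change of their eluate over input ratio was -0.02, -0.17, 0.18 and 0.04. With each culture left out in turn, it ranged from -0.04 to 0.08 in Ifih1 and from -0.18 to -0.05 in Tnfaip3. It ranged from 0.19 to 0.29 in Ifit1 and from 0.02 to 0.16 in Ifit2. The paper's clustering of inputs and eluates by time point was also found here (exact permutation p = 0.00952 for each). Its counts of genes upregulated and downregulated at all 3 time points, 2271 and 1857, lie within 1.5 times those here, 2537 and 2392.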

Other observations

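Chosen only after the result was seen were the tests of the number of cultures, both tests of a difference in enrichment between the eluates of the repeats, the test of shared inputs by different replicates, and the final reading of the simulations of shared input libraries.

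Input libraries shared by both changes may explain the negative r across all genes (-0.0983, -0.0483 and -0.0660 at 2, 4 and 6 h). With expression and methylation from different replicates, which share no library, r was 0.00609, 0.0496 and 0.00144, and with the converse 0.0618, 0.0638 and 0.0453, against -0.0879 to -0.0433 within a replicate. In simulations without methylation change the median r was -0.0894, -0.0644 and -0.0706, and 7, 16 and 17 of 20 gave an r at or below the observed at 2, 4 and 6 h. The readings chosen first were written for a positive r, as in the paper, by the simulated median and then by the simulated range (13, 4 and 3 of 20 at or above the observed), and say nothing on a negative r. Across the genes called by edgeR for expression and by the Poisson test for methylation, 0 of 20 simulations gave an r at or above the observed at each time point, which simulated settings cannot decide. For genes changed in both by edgeR, 2, 1 and 2 in number, a correlation from shared inputs and a correlation from methylation cannot be told apart.

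Which direction of methylation change prevails at 2 and 4 h depends on the scaling, and also on the fit: at 2 h, 187 genes were higher and 241 lower at an unadjusted p under 0.05 with that time point fitted with 0 h alone, and at 4 h 159 and 182 with DESeq2. Of genes at an unadjusted p under 0.05, 31.4% and 27.9% had a lower ratio than at 0 h, and with library size alone 76.6% and 86.4% (52.7% and 73.8% at 6 h). With TMM, genes at this threshold were fewer than pass by chance where no gene changes. The shift is nearly the same for all genes by construction, so this does not show which scaling is right. TMM centres the ratios, so the share of all genes with a lower ratio (46.8%, 39.7% and 50.8% at 2, 4 and 6 h) reflects this scaling, and it was 65.2%, 65.4% and 61.9% with library size alone. The share of hypomethylated genes among adjusted calls was 0% with either scaling, from at most 2 calls by edgeR at a time point, and decides nothing. For the paper's excess of hypomethylated genes, normalization and a change in methylation cannot be told apart, since exomePeak was not run here and the calls are too few.

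The number of cultures stays open as a cause of few genes with changed methylation. With the same number of libraries and 200 changed genes, edgeR made 150 calls at 2 h and found 93% of changes of log2 2. However, 50% of the changes of log2 1 were missed and smaller ones were not simulated. The simulated libraries were also independent, whereas the differences between the replicates' eluates were shared among 2, 4 and 6 h (r across genes 0.737 to 0.821). A trend with enrichment in the difference between the eluates of the repeats is argued against as the whole cause: with it taken out, 6 genes were called over the 3 time points, against 6 without. At an unadjusted p under 0.05, genes with a higher ratio rose from 339, 375 and 219 to 400, 460 and 299. A difference in enrichment between repeats may be present in the eluates of infected cells. The difference between the replicates' eluates went with a gene's mean enrichment at 2, 4 and 6 h (r across genes 0.246, 0.356 and 0.466) and not at 0 h (0.0321), and genes are not independent replicates. A biological difference between the cultures of a time point was not tested.

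Shared 0 h controls are argued against as the source of the genes changed at all 3 time points: at most 1 gene was called up at all 3 in simulations without change, against 2537 observed.

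Of the m6A machinery list (23 genes), 15 were up and 1 down at 2 h, 16 and 2 at 4 h, and 13 and 3 at 6 h (edgeR, Benjamini-Hochberg), with the same counts when adjusted over the list alone. With library size alone the counts were 3 and 6, 10 and 4, and 8 and 12, so the direction of the list depends on the scaling at 2 and 6 h. No gene of the list (0) was called for methylation at any time point or in the knockdown by edgeR without pairing by culture, and in the knockdown only Alkbh5 was called for expression. Alkbh5 fell by 0.24 on the log2 scale at 2 h and rose by 0.51 at 6 h, with no call at 4 h (0.05). Scaled by library size alone, Alkbh5 was called down at 4 h (-0.21, adjusted p = 0.00522, edgeR, Benjamini-Hochberg) and the 6 h rise lost its call (0.11). Mettl3 rose by 0.42 (0.17 and no call with library size alone), 0.80 and 0.95 and Wtap by 0.68, 0.89 and 0.69 at 2, 4 and 6 h. Fto fell by 0.52 at 4 h and by 0.74 at 6 h. Scaling by library size alone moved the median of the list from 0.29, 0.27 and 0.25 to 0.04, 0.01 and -0.15, so its direction at 6 h turned.

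The siNC cultures and the 6 h cultures of the time course were both infected for 6 h, and the comparison of their inputs is confounded with the experiment. CPM with siNC were higher for 63 of 63 interferon-stimulated genes (median ratio 2.89, range 1.31 to 177) and for 29 of 35 cytokine and chemokine genes (median 2.25, range 0.503 to 18.7). The ratio was 3.06 for Ifih1, 5.82 for Ifit1, 6.32 for Ifit2, 1.01 for Tnf, 0.626 for Tnfaip3 and 0.527 for Alkbh5. An effect of transfection and a difference between the experiments cannot be told apart.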
